# Transcriptome-Wide Mapping of Pseudouridines: Pseudouridine Synthases Modify Specific mRNAs in *S. cerevisiae*

**DOI:** 10.1371/journal.pone.0110799

**Published:** 2014-10-29

**Authors:** Alexander F. Lovejoy, Daniel P. Riordan, Patrick O. Brown

## Abstract

We developed a novel technique, called pseudouridine site identification sequencing (PSI-seq), for the transcriptome-wide mapping of pseudouridylation sites with single-base resolution from cellular RNAs based on the induced termination of reverse transcription specifically at pseudouridines following CMCT treatment. PSI-seq analysis of RNA samples from *S. cerevisiae* correctly detected all of the 43 known pseudouridines in yeast 18S and 25S ribosomal RNA with high specificity. Moreover, application of PSI-seq to the yeast transcriptome revealed the presence of site-specific pseudouridylation within dozens of mRNAs, including RPL11a, TEF1, and other genes implicated in translation. To identify the mechanisms responsible for mRNA pseudouridylation, we genetically deleted candidate pseudouridine synthase (Pus) enzymes and reconstituted their activities *in vitro*. These experiments demonstrated that the Pus1 enzyme was necessary and sufficient for pseudouridylation of RPL11a mRNA, whereas Pus4 modified TEF1 mRNA, and Pus6 pseudouridylated KAR2 mRNA. Finally, we determined that modification of RPL11a at Ψ -68 was observed in RNA from the related yeast *S. mikitae*, and Ψ -239 in TEF1 mRNA was maintained in *S. mikitae* as well as *S. pombe*, indicating that these pseudouridylations are ancient, evolutionarily conserved RNA modifications. This work establishes that site-specific pseudouridylation of eukaryotic mRNAs is a genetically programmed RNA modification that naturally occurs in multiple yeast transcripts via distinct mechanisms, suggesting that mRNA pseudouridylation may provide an important novel regulatory function. The approach and strategies that we report here should be generally applicable to the discovery of pseudouridylation, or other RNA modifications, in diverse biological contexts.

## Introduction

There is much still to be discovered about the post-transcriptional control of gene expression [1], [2]. One relatively unexplored mechanism for post-transcriptional regulation of gene expression is chemical modification of mRNAs [3], [4]. Covalent modification of RNAs has been studied for decades and dozens of chemically-distinct RNA modifications, affecting hundreds of different nucleotides in non-coding RNAs have been found; many of these modifications are conserved throughout all kingdoms of life [5].

While nucleotide modifications in non-coding RNAs are well known, relatively little is known about possible modifications in mRNAs, and even less is known about what roles these modifications could play. The only established nucleotide modifications in mRNAs, outside of the 5′-cap complex, are N6-methyladenosine [6] and 5-methylcytosine [7]. While N6-methyladenosine has been known to occur in mRNAs for nearly 40 years [8], only in the past few years have locations of N6-methyladenosines in mammalian mRNAs been mapped [9], [10]. Methylation of the N6 position of specific adenosines in mRNA is essential for sporulation in *S. cerevisiae* [11], [12]. The role this modification plays in gene expression is still a subject of debate. Multiple studies have shown N6-methyladenosine has an effect on binding of RNA binding proteins [9], [13], [14], but there are conflicting results on the effect of N6-methyladenosine on mRNA translation [15], [16] and on stability of modified transcripts [4], [14], [17].

Three transcriptome-wide screens for a second covalent modification of mRNA bases - cytosine 5-methylation – have identified about 10,000 such sites in human mRNAs [7], [18], [19]. The function of 5-methylcytosines in mRNA is still unknown.

The ability to identify modification of mRNAs at specific sites opens a search for a potential new molecular mechanism by which gene expression could be regulated. Are there other modified based in mRNAs, in addition to N6-methyladenosine and 5-methylcytosine? The single most abundant modified RNA base is pseudouridine (Ψ), a structural isomer of uridine that has been found in tRNAs, rRNA, and snRNA [20]. In *S. cerevisiae*, many pseudouridines are present in tRNAs, nearly 50 pseudouridines have been found in rRNA, and 8 have been identified in snRNAs [3]. While pseudouridylation is known to have functions in ribosome biogenesis [21], [22], protein synthesis [23], translation accuracy [24], and pre-mRNA splicing [25], the specific roles of most individual pseudouridines are unknown. Pseudouridine does not differ from uridine in its base-pairing specificity, but the subtle difference between these two nucleotides can affect the stability of base pairs, base-stacking interactions and RNA tertiary structure [26], [27]. Pseudouridine can be distinguished from uridine in RNA by virtue of its specific chemical properties. The most commonly used way to identify pseudouridines in non-coding RNAs relies on its ability to be selectively modified by 1-cyclohexyl-(2-morpholinoethyl)carbodiimide metho-p-toluene sulfonate (CMCT). When RNA is treated with CMCT, the carbodiimide (CMC) moiety modifies the N1 of guanosine, the N3 of uridine, and the N1 and N3 of pseudouridine [28]. An alkaline treatment at pH 10.3 removes CMC from all these sites except for the N3 of pseudouridine. The bulky CMC modification acts as a barrier to reverse transcription through the modified base [29]. Treatment of RNA with CMCT followed by reverse transcription with gene-specific primers has thus been used to identify and map sites of pseudouridylation in non-coding RNAs [30], [31].

Most of the known RNA modifications are constitutive, but a few pseudouridines can be induced in snRNAs in yeast under certain stress conditions–specifically, in heat shock and in stationary phase [32]. These induced pseudouridines have been proposed to alter regulation of splicing patterns under these stress conditions. Although pseudouridines have not been reported to occur naturally in mRNA, a recent experiment using an artificial system in yeast showed that pseudouridylation of a stop codon can increase the rate of translational readthrough [33], suggesting that pseudouridylation might influence gene expression post-transcriptionally.

In this study, we developed pseudouridine site identification sequencing (PSI-seq), a high-throughput sequencing technique based on the CMCT reverse-transcription stop assay to identify pseudouridines in mRNAs, which we used to systematically characterize the pseudouridine content of the yeast transcriptome.

## Results

### High-Throughput Sequencing Method for Transcriptome-wide Identification of Pseudouridines

Our strategy for identifying for pseudouridylated RNAs was based on the ability of chemical treatment with CMCT to modify pseudouridines specifically (Figure 1a–c), and the ability of the resulting carbodiimide-modified bases to stop reverse transcription at sites of modification. We first fragmented oligo(dT)-purified poly-adenylated yeast RNA by base hydrolysis, then purified fragments 100 to 300 nucleotides in length. We treated the resulting RNA fragments with CMCT, followed by alkaline treatment to remove CMC from uridines and guanosines, leaving the CMC modification only on pseudouridines. We then ligated a specific adapter oligonucleotide onto the 3′-end of the RNA fragments, to serve as a priming site for reverse transcription. After reverse transcription of these fragments, we selected for cDNAs in which reverse transcription stopped before the end of the RNA fragment by selecting for primer extension products corresponding to inserts less than 90 nt in length (i.e. much smaller than the template RNA fragments from which they were derived) (Figure 1d). We then used a protocol similar to that used for ribosome profiling to prepare these libraries for high-throughput sequencing [34]. Because the library preparation protocol positions a sequencing primer immediately adjacent to the 3′ end of the cDNA, the first base of the sequencing reads should correspond to the last base incorporated by reverse transcription. If the 3′-end of the cDNA results from a stop in reverse transcription at a carbodiimide-modified pseudouridine, the first base of our sequencing read should delineate the base immediately 3′ to a pseudouridine in the mRNA sequence. Thus, this method should, in principle, allow us to map pseudouridines with single-nucleotide precision.

**Figure 1:**
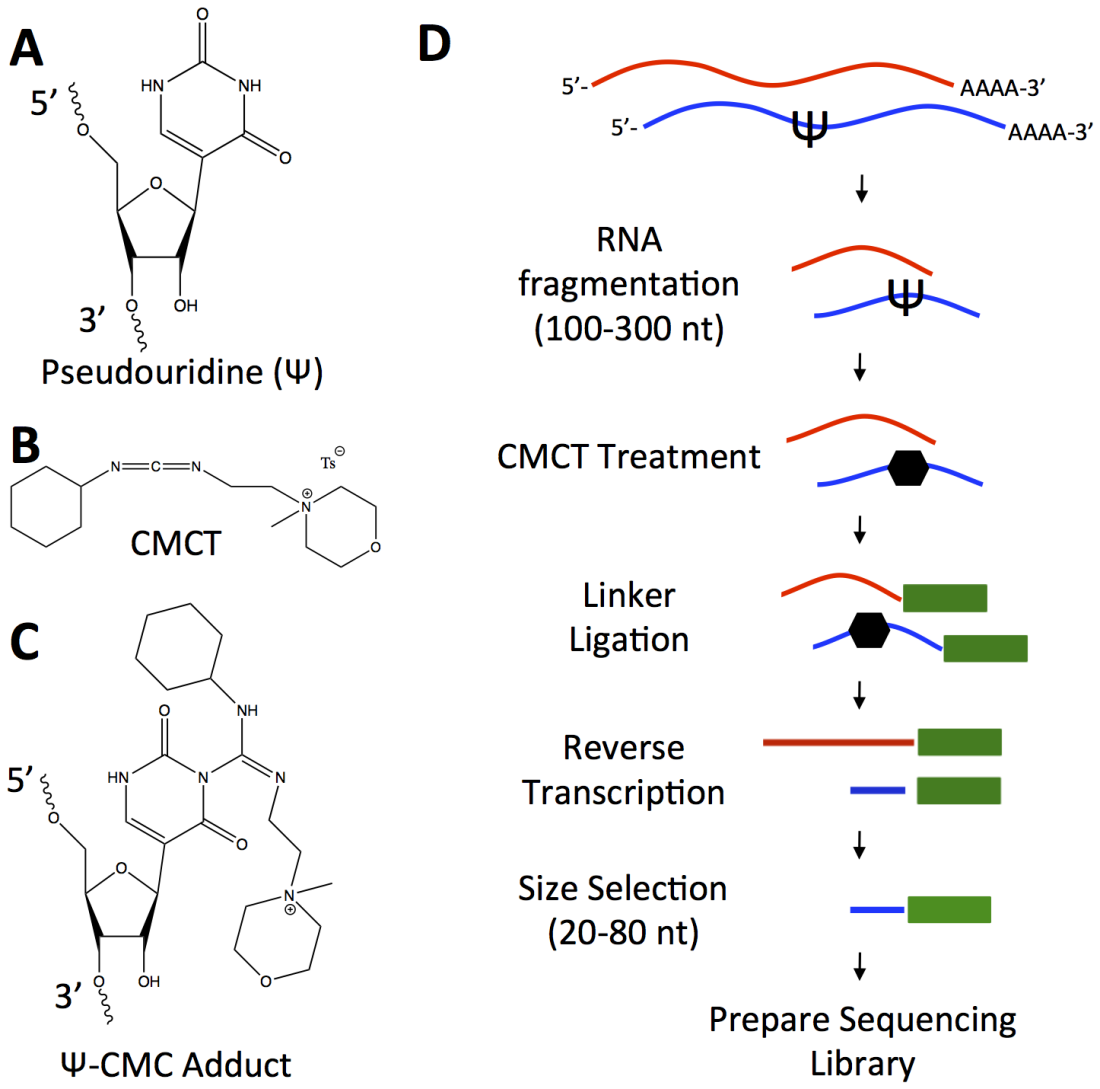
Overview of Pseudouridine Site Identification Sequencing (PSI-Seq). Chemical structures of pseudouridine (A) and CMCT (1-cyclohexyl-(2-morpholinoethyl)carbodiimide metho-p-toluene sulfonate) (B) are shown, as well as the CMC-adduct (C) generated by reaction of pseudouridine with CMCT followed by alkaline treatment. The bulky CMC group can stop reverse transcription of RNA. (D) Diagram of library preparation strategy for sequencing assay to identify pseudouridines in cellular RNA. The RNA sample is fragmented by alkaline hydrolysis and size-selected for RNA pieces 100 to 300 nt in length. RNA fragments are then reacted with CMCT to produce CMC-adducts (shown as a black hexagon). In parallel, the same sample is incubated with buffer lacking CMCT (mock treatment) as a negative control. RNA is then alkaline treated to remove adducts from non-pseudouridines. Linkers are ligated onto the 3′-end of the RNA fragments to allow for reverse transcription. Reverse transcription from the linkers is performed and cDNA is isolated. Size selection for truncated cDNA products with insert lengths of 20-80 nt is performed, yielding only cDNAs whose reverse transcription stopped before the end of the RNA fragment. These cDNAs are converted into sequencing libraries using a protocol adapted from the ribosome profiling technique (Ingolia et al. 2010).

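PSI-seq was applied to 4 experiments, log-phase replicate #1, log-phase replicate #2, heat shock and stationary phase, with 4 libraries each. In every experiment, natural yeast RNA and RNA transcribed in vitro (IVT) were each divided into a sample treated with 200 mM CMCT (+CMCT) and a mock-treated sample (−CMCT). Log phase cultures were at an OD600 of 0.6 to 0.8, heat shock was 30 min at 45 °C, and stationary phase cultures were at an OD600 of 4 to 6. The authors aligned the reads with Bowtie, allowed at most 2 mismatches, and deposited the number of reads at each position of each chromosome as raw counts, without normalization. The genome build is not given in the sources used here, and positions are printed as deposited. Counts are listed for 5704895 positions in 16 libraries, with neither the strand nor the base. Counts of sites below therefore cover any base, except those limited to known rRNA pseudouridines or to sites that the paper lists. The total per library ranged from 3925245 to 25759455 reads as listed. Of the 383847 positions with at least 50 reads over the 16 libraries, 200918 (52.3%) had the same 16 counts as another position, at up to 79 loci. Such positions were counted once, after which the totals ranged from 1636177 to 10410984 reads. The methods describe 2 cultures, each sampled in log phase, of which 1 was then heat shocked and the other taken to stationary phase. The deposited columns name the log-phase libraries by the later fate of their culture and do not number the replicates. The numbering used here rests on the paper's Table S2, whose 746 distinct sites have counts equal to the deposited ones at 746 sites, against 1 site with the log-phase columns exchanged. Log-phase replicate #1 and heat shock therefore come from 1 culture. Each condition of an experiment has 1 library, so its values have no replicate error. The confidence intervals are for shares of sites within these libraries. They treat sites as independent and cover neither replicate error nor the error of the read counts.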

We isolated RNA from yeast grown in rich media to log phase, and from this RNA, we prepared and sequenced four libraries. The first was made using the pseudouridine-specific CMCT/alkali protocol as described above using natural RNA isolated from yeast; three control libraries were as follows: 1. A library produced by the identical procedure, with the exception that CMCT treatment was omitted (mock control), 2. A library prepared by the procedure described above, starting with RNA transcribed *in vitro* from amplified copies of all annotated yeast transcripts, 3. A library prepared identically to library 2, but omitting CMCT treatment. For bona fide sites of pseudouridylation, we would expect to see a surplus of sequencing reads representing cDNA products with 5′-ends one base upstream of a pseudouridine in the corresponding yeast RNA molecule, exclusively in the library made from CMCT-treated natural yeast RNA. Because some pseudouridines in noncoding RNAs are specifically induced by heat shock or in stationary phase, we analyzed two samples of RNA isolated from log phase yeast and one each from heat shocked yeast and yeast in stationary phase, and corresponding controls.

### Method Validation: Pseudouridines in Ribosomal RNA

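The rRNA positions were found in the deposited counts from the counts of the paper's Table S1, which places 18S and 25S rRNA on the reverse strand of chromosome 12. All 5196 nucleotides had equal counts at both listed copies of the repeat, 9137 nt apart, and 1 copy was used. In the natural RNA libraries, 8.74% to 18.8% of reads lay on 18S or 25S rRNA. In the IVT libraries this share was 0.441% to 1.65%.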

A small percentage of residual ribosomal RNA remaining in our RNA samples, even after two rounds of poly(A) selection, enabled us to use the well-mapped pseudouridines in rRNA as a set of internal positive controls. For each nucleotide in the 18S or 25S ribosomal RNA (5196 nucleotides total), we calculated the ratio of reads ending one nucleotide upstream in the library from CMCT-treated yeast RNA, to corresponding reads in the library from the same yeast RNA without CMCT treatment. We would expect sites of pseudouridylation to have the highest values for this ratio, and this is what we found –for log-phase replicate #1 and for the heat shock condition, all 43 of the known pseudouridine sites in rRNA were among the top 60 nucleotides with the highest values for this ratio, whereas 30/43 pseudouridines were included in the top 60 sites for log-phase replicate #2 (38/43 in the top 120 sites) and 25/43 for the stationary phase sample (30/43 in top 120) (Figure 2, Table S1, Figure S1 in File S2). These data show that PSI-seq is the first method capable of identifying at single-nucleotide resolution all the pseudouridines in rRNA in a single experiment. 

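Ranked by the log2 ratio of +CMCT reads to −CMCT reads in natural RNA, with 1 read added to each count, the top 60 nucleotides held 43 of the 43 known pseudouridines in log-phase replicate #1 (95% Wilson interval 91.8% to 100%). They held 27 in log-phase replicate #2 (47.9% to 75.6%) and 41 in heat shock (84.5% to 98.7%). The top 120 held 35 known sites in log-phase replicate #2 and 43 in heat shock. The lowest ranked known site was nt 2258 of 25S rRNA at rank 60 in log-phase replicate #1, with 1644 reads in the +CMCT library and 274 in the −CMCT library. It was nt 960 of 25S rRNA at rank 426 in log-phase replicate #2 and nt 966 of 25S rRNA at rank 64 in heat shock. The median log2 ratio of the known sites was 4.12 in log-phase replicate #1, 4.05 in log-phase replicate #2 and 3.77 in heat shock. The median of the other rRNA nucleotides was -0.34, 0.53 and -0.20 in the same order. In IVT RNA, the median log2 ratio of the known sites was 2.58, 1.00 and 1.32. Known sites had a median of 1906, 1037 and 2611 natural reads in these 3 experiments. Ranking by the natural log2 ratio minus the IVT log2 ratio lowered the known sites in the top 60 to 14 in log-phase replicate #1, 11 in log-phase replicate #2 and 22 in heat shock. The IVT −CMCT libraries held 10173, 20678 and 18813 reads on 18S and 25S rRNA, so IVT ratios of single nucleotides rest on few reads. The IVT +CMCT libraries held 20222, 52896 and 63332 there. Ratios were not scaled for these totals, so the IVT medians above include this difference in totals. The paper expected pseudouridylated sites to have the highest ratios and treats the known rRNA sites as internal positive controls.

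**Figure D1:**
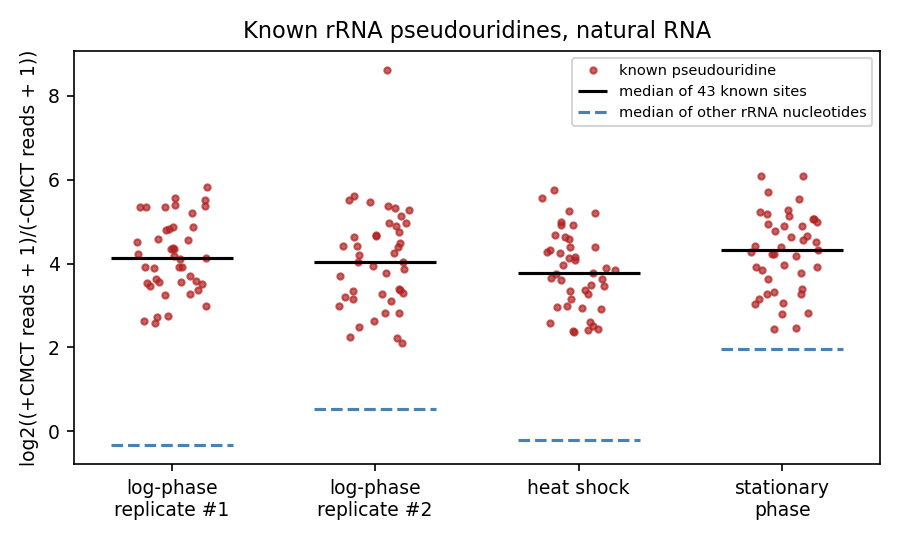
Log2 ratio of +CMCT reads to −CMCT reads, each with 1 read added, at the 43 known rRNA pseudouridines in natural RNA, by experiment. Points are sites, black lines are medians of the known sites and dashed lines are medians of the other rRNA nucleotides; the dashed line of stationary phase stands at 1.95.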

Among the bases with the 60 highest +/− CMCT ratios in each sample, but not previously known pseudouridines, several (20 sites) are bases adjacent to known pseudouridines– an expected result, as secondary stops one nucleotide away have been seen in previous reverse-transcription stop experiments using CMCT to identify pseudouridines [35]. 

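Positions exactly 1 nt from a known pseudouridine made up 4 of the top 60 nucleotides in log-phase replicate #1, 2 in log-phase replicate #2, 5 in heat shock and 3 in stationary phase. These are 14 entries over the 4 experiments and 7 distinct positions. Of the 14 entries, 4 lie on the 5′ side of the known site and 10 on the 3′ side. Nucleotides that are neither known nor adjacent filled 13, 31, 14 and 31 of the top 60 places in the same order of experiments.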

Notably, the secondary stops adjacent to known pseudouridines that we detected occurred at positions both one base 5′ and one base 3′ of the modifications, indicating that CMC-induced polymerase stalling can specifically occur before and after (as well as at) sites of modification. Overall comparison of the log2 ratios (+CMCT/-CMCT) for known pseudouridine sites across pairs of conditions showed that they were highly correlated (with a mean Pearson's correlation coefficient value of 0.79, and all pairwise *p*-values <10^−15^) and were better correlated than the values from non-pseudouridines, demonstrating significant reproducibility of the results between independent samples (Figure 2). 

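Across the 43 known sites, Pearson's r of the log2 ratios was 0.678 between the log-phase replicates, 0.864 between log-phase replicate #1 and heat shock and 0.629 between log-phase replicate #2 and heat shock. Spearman's rho was 0.788, 0.878 and 0.736 for the same pairs. With 6 pairs of experiments tested, the two-sided permutation p was 1e-05 for r, the smallest that 100000 permutations can give, except 2e-05 for log-phase replicate #2 with heat shock (Benjamini-Hochberg adjusted p = 1.2e-05 and 2e-05). Every permutation p of rho was 1e-05. These correlations are across sites within libraries, and sites are not independent replicates. Without the 2 sites farthest from the median of the first-named experiment of each pair, r was 0.638, 0.876 and 0.722. The highest log2 ratio of log-phase replicate #2, 8.63 at nt 2826 of 25S rRNA, was thus not left out between the log-phase replicates. Across the 5152 rRNA nucleotides left after the known sites and 1 nucleotide marked in only some sheets of Table S1, r was 0.486, 0.764 and 0.454, and rho was 0.478, 0.764 and 0.429. The mean r of the 3 pairs was 0.723 for known sites and 0.568 for the others. With 10 reads in place of 1 added to each count, the mean r of the known sites was 0.863.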

In the libraries from the stationary cells, known pseudouridine sites were less-well enriched, with the 43 sites included only among the top 792 nucleotides with the highest +/− CMCT abundance ratios (Figure S2 in File S2). 

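In stationary phase, 26 of the known sites were among the 60 highest ratios and 30 among the 120 highest. The lowest ranked known site was nt 2314 of 25S rRNA, with 108 reads in the +CMCT library and 19 in the −CMCT library, at rank 1544. Known sites had a median log2 ratio of 4.33 in these libraries, and 0 of 43 had a score above the threshold, which was 6.17. The paper attributes a lower technical quality to this experiment and leaves it out of its later analyses.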

Due to this lower technical quality, we exclusively focused on the data from log phase cells (replicates 1 & 2) and heat shocked cells for the rest of the study.

**Figure 2:**
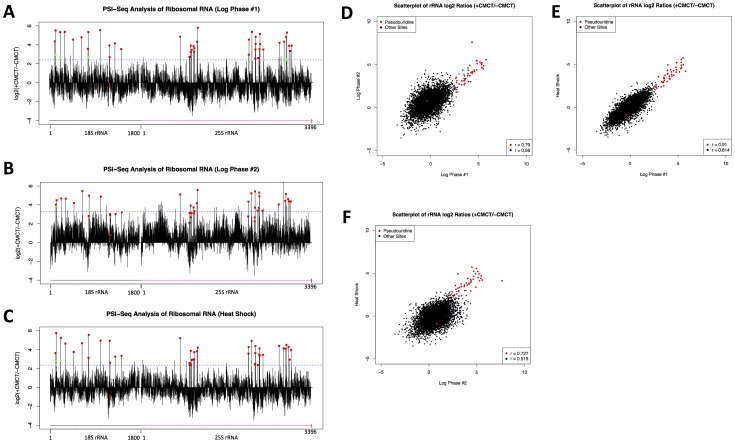
PSI-Seq Identifies Known Pseudouridine Sites in Yeast Ribosomal RNA. For each nucleotide in 18S and 25S rRNA, the log2 ratio of the number of reads (plus one) stopping at that position in the +CMCT library versus the –CMCT (mock) library was plotted. The dashed blue line indicates the cutoff for the top 60 sites in each condition, which includes all 43 known pseudouridine sites (red squares) that are not further modified. Sites among the top 60 that were located exactly one away from known pseudouridines, representing “secondary stops”, are marked with green circles. The data are plotted for yeast RNA isolated from both log phase (A–B) and heat shock (C) conditions. Scatterplots of the log_2_ ratios shown in (A–C) are displayed for pairwise comparisons to assess reproducibility of values for known pseudouridines (red) and all sites (black) between independent experiments (D–F).

### Determination of Candidate Pseudouridines in mRNAs

We next considered the possibility that site-specific pseudouridines may occur in mRNAs. In a genome-wide comparison of relative frequencies of individual nucleotides immediately downstream of sites where reverse transcription of yeast RNAs stopped, we observed outliers represented by many more reads in the libraries from CMCT-treated RNA than in the –CMCT library (Figure 2). Most of these outliers corresponded to sites of known pseudouridines in rRNA (represented by red squares), but a few corresponded to nucleotides in mRNAs. 

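The RPL11A site of Table 1 is at position 731679 of chromosome 16, and the first TEF1 site is at position 700830 of the same chromosome. The RPL11A site had 54 reads in the natural +CMCT library and 0 in the natural −CMCT library of log-phase replicate #1. It had 636 and 8 reads in log-phase replicate #2, and 1970 and 27 reads in heat shock. The IVT +CMCT libraries had 1, 11 and 21 reads there, and the IVT −CMCT libraries had 7, 7 and 6. The TEF1 site had 124 natural +CMCT reads and 6 natural −CMCT reads in log-phase replicate #1, 265 and 10 in log-phase replicate #2, and 816 and 30 in heat shock. Its IVT +CMCT libraries had 22, 50 and 52 reads, and its IVT −CMCT libraries had 10, 8 and 11. All 16 counts of the TEF1 site are equal to those at position 477903 of chromosome 2, so its reads cannot be assigned to 1 of the 2 loci.

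**Figure D2:**
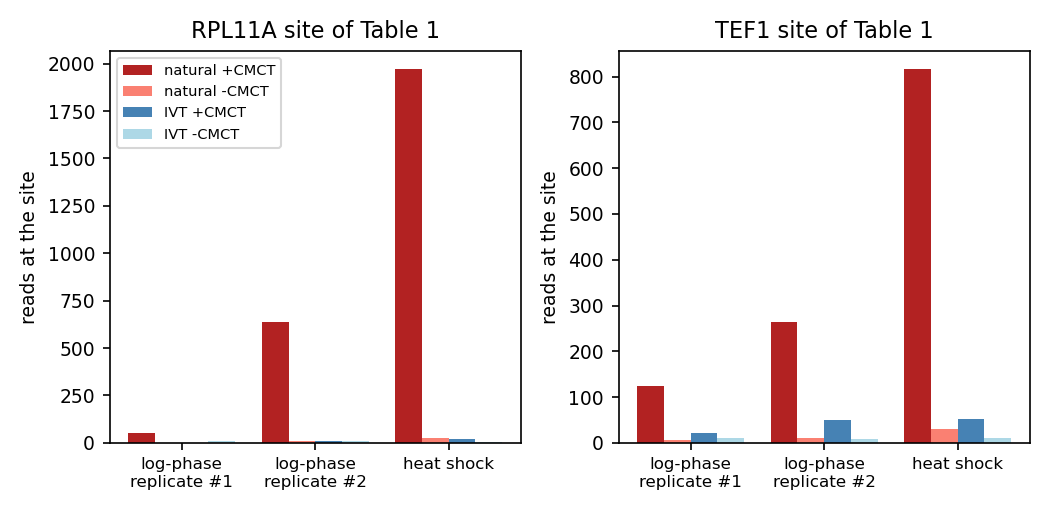
Reads at the RPL11A site at position 731679 and the TEF1 site at position 700830 of chromosome 16, by experiment. Each bar is 1 library without replicates; the natural +CMCT bar is the highest in each experiment, up to 1970 reads for RPL11A and 816 for TEF1.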

Two prominent examples (marked with arrows in Figure 3) were nt 68 in the RPL11a coding sequence, and nt 239 in the TEF1/TEF2 coding sequence (note that the sequence flanking nt 239 is identical between TEF1 and TEF2; thus we cannot tell whether the modification occurred in TEF1 mRNAs, TEF2 mRNAs, or both).

**Figure 3:**
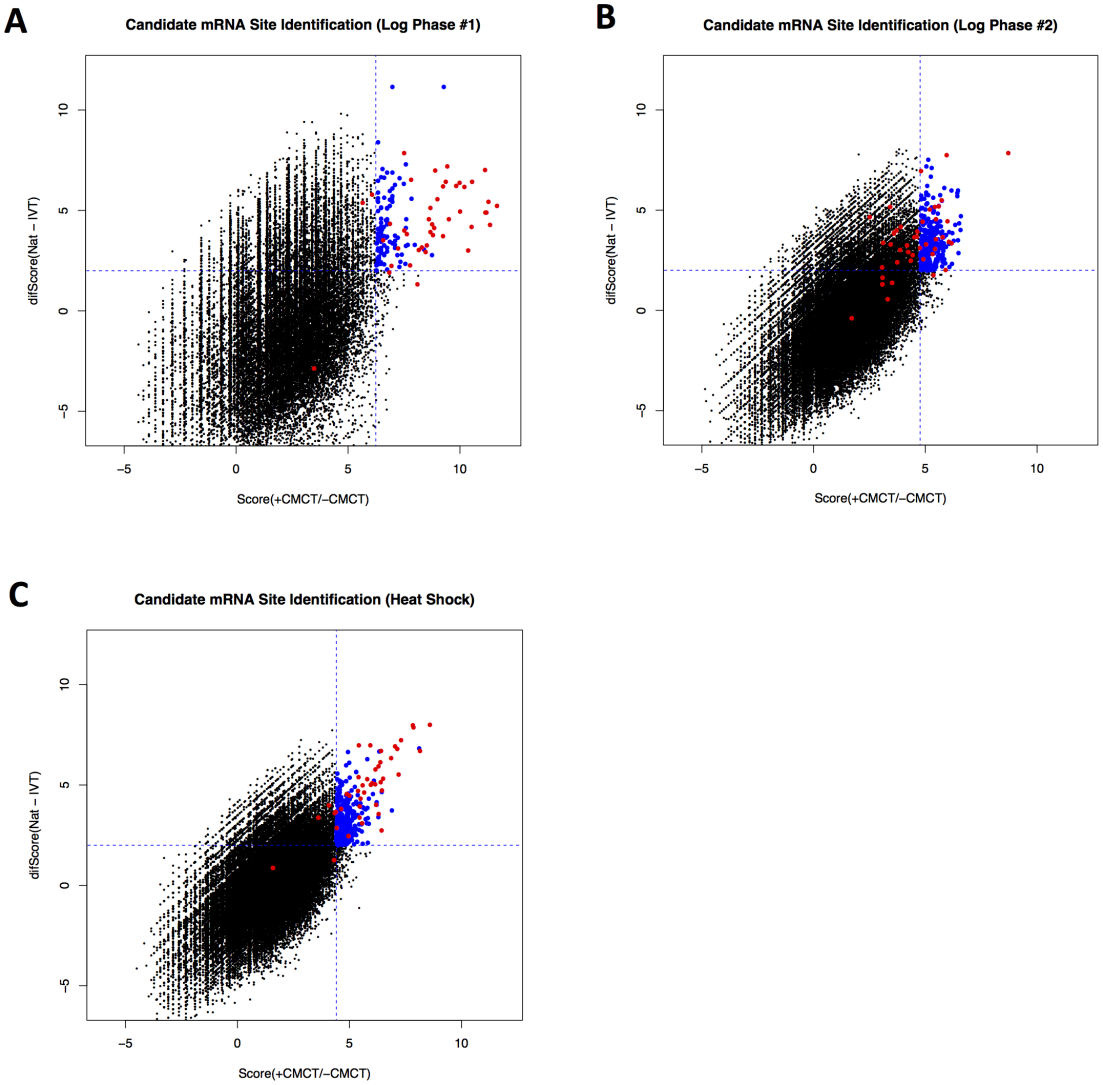
PSI-Seq Analysis of the Yeast Transcriptome Reveals mRNA Pseudouridylation Sites. (A–B). For RNA isolated from yeast growing in log phase (A–B) or heat shock (C) conditions, pseudouridylation “scores” were calculated based on a regression analysis of the log2 transformed normalized read densities for each nucleotide position in treated (+CMCT) versus mock (-CMCT) samples (details in text). Values plotted on the x-axis indicate scores (+CMCT/−CMCT) from PSI-seq analysis of natural RNA samples. Values plotted on the y-axis indicate the difference between the natural RNA (+CMCT/−CMCT) scores and the corresponding score values obtained from PSI-seq analysis of unmodified *in vitro* transcribed control RNA samples. Each data point corresponds to a single nucleotide position within the transcriptome. Vertical and horizontal dashed blue lines illustrate the cutoff thresholds used as criteria for candidate pseudouridine identification for each experiment. Unique non-rRNA-derived uridine sites in the upper-right quadrant were classified as candidate mRNA pseudouridines (blue circles). Known pseudouridine sites from the ribosomal RNA are also shown (red circles).

To systematically identify candidate pseudouridylation sites, we calculated a best-fit linear model for the log_2_-transformed number of reads terminating at a specific nucleotide in the CMCT-treated sample, as a function of the log_2_-transformed number of reads terminating at that nucleotide in the mock-treated RNA sample. For each nucleotide, we calculated the difference between the observed and model-predicted values for the +CMCT condition, and divided this quantity by the standard deviation of the observed vs. predicted residuals. 

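The model was fitted to every listed position of each experiment, with 1 read added to each count. In natural RNA its slope was 0.784 in log-phase replicate #1, 0.886 in log-phase replicate #2 and 0.812 in heat shock, and the standard deviation of the residuals was 0.606, 0.943 and 0.832 on the log2 scale. At the 772 entries of Table S2 that were compared, the score computed here differed from the published score by at most 5.51e-06.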

We then ranked the nucleotides based on this “score”. We considered a nucleotide to be a candidate pseudouridylation site if its score exceeded a threshold defined as the highest score observed for any rRNA nucleotide that was not identical or adjacent to a known pseudouridylation site, corresponding to a false positive rate of about 0.0002. 

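The highest score of an rRNA nucleotide neither known nor adjacent was 6.24 in log-phase replicate #1, at nt 2766 of 25S rRNA with 237 +CMCT and 32 −CMCT reads. It was 5.17 in log-phase replicate #2, at nt 1226 of 18S rRNA with 38 and 0 reads, and 4.46 in heat shock, at nt 339 of 18S rRNA with 15 and 0 reads. Each threshold is the highest of 5067 nucleotides, so 1 in 5067 corresponds to a rate of 0.000197. A position without −CMCT reads passed the threshold from 15, 39 and 16 +CMCT reads upward in the 3 experiments. Of the positions outside rRNA with natural reads, 1.44% of 1615889, 1.46% of 2040921 and 3.16% of 2672136 had that many +CMCT reads.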

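Above these thresholds were 41 of the known pseudouridines in log-phase replicate #1, 16 in log-phase replicate #2 and 37 in heat shock. The median score of the known sites was 8.80, 4.66 and 5.96. In log-phase replicate #2 the count moved most under other settings, to 26 with the regression over sites with at least 10 reads and to 9 with the cutoff stated in the methods.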

In the data from log phase yeast, 41/43 (replicate 1) and 20/43 (replicate 2) of the known rRNA pseudouridines scored above this threshold, and in the data from heat-shocked yeast, 38/43 rRNA pseudouridines exceeded this threshold. To further filter the candidate pseudouridylation sites, we excluded nucleotides with scores that were not at least four-fold greater (i.e. a difference in log_2_ scores of more than 2.0) than the corresponding “score” obtained for the *in vitro* transcribed RNA control data (where the block to reverse transcription cannot be ascribed to a pseudouridine), and positions derived from non-uridine bases were also eliminated (Figure 3). 

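Outside rRNA, 138 positions of any base passed the score threshold and the IVT criterion in log-phase replicate #1, 243 in log-phase replicate #2 and 479 in heat shock, with positions of equal counts taken once. Their median number of natural reads was 18, 49 and 23, and 86.2%, 91.8% and 77.0% of them had 0 or 1 reads in the −CMCT library. Of the sites the paper lists in Table S2, the criteria as applied here were passed by 102 of 102 in log-phase replicate #1, 146 of 335 in log-phase replicate #2 and 270 of 335 in heat shock. In the other direction, passing positions not matched to another by equal counts numbered 113, 195 and 423. Of these, 85 (75.2%), 119 (61.0%) and 247 (58.4%) are in Table S2, which the paper limits to uridines. The share of uridines among all positions was not determined. Within rRNA, 42, 16 and 38 nucleotides passed both criteria, of which 39, 16 and 37 are known pseudouridines. With the natural and IVT scores exchanged, 6794, 1047 and 1105 positions outside rRNA passed. The threshold for these stayed that of natural rRNA nucleotides. None was set on IVT rRNA, so the exchanged counts are not a like-for-like background. Fitting the regression only over sites with at least 10 reads moved the counts most by fold, to 2 in each log-phase replicate and 20 in heat shock.

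**Figure D3:**
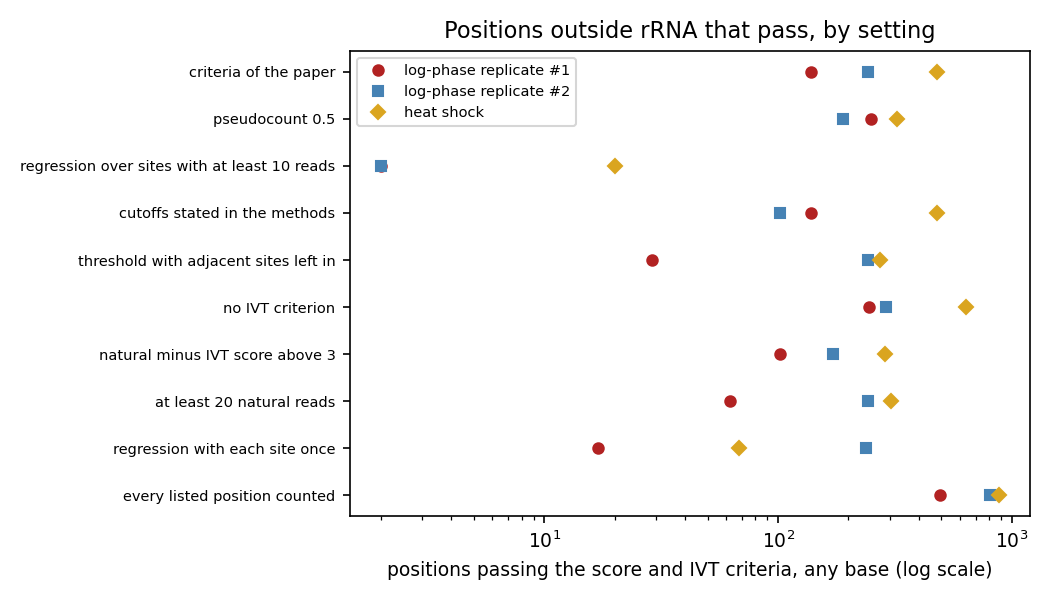
Positions outside rRNA that pass the score and IVT criteria, on a log axis, under the criteria of the paper and 9 other settings. Markers are the 3 experiments; positions with equal counts are taken once except in the last line, where every listed position is counted and heat shock reaches 880.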

After these additional criteria were applied and redundant or ribosomal RNA-derived sites were removed, there remained 103 unique candidate pseudouridine sites in 56 different mRNAs from the log-phase replicate #1 data, 335 sites (150 mRNAs) from the log-phase replicate #2 data, and 335 candidate sites (208 mRNAs) from the heat-shock data. Candidate sites of pseudouridylation are listed in table S2. The number of candidate sites exactly identified as pseudouridines in multiple experimental conditions was modest, likely owing to the technical challenges of globally detecting pseudouridylation events with high sensitivity from lowly expressed transcripts. Nevertheless, the observed degree of overlap was extremely significant (5 sites in both log-phase #1 and #2, *p*  =  1e-7; 9 sites in both log-phase #1 and heat-shock, *p*  =  3e-15; 14 sites in both log-phase #2 and heat-shock, *p*  =  2e-18; all *p*-values computed by hypergeometric distribution), due to the vast number of possible nucleotides evaluated from throughout the transcriptome (Figure 3, Table 1). Moreover, candidate sites identified in one condition showed significantly elevated values for their log_2_(+CMCT/−CMCT) scores in other conditions, suggesting that differences in identification of these sites are at least partly due to the precise classification thresholds we adopted (Table S1). 

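Counted over any base, the positions that passed in both log-phase replicates numbered 7, against 0.0400 expected by chance over 747149 positions with natural reads in both (one-sided hypergeometric test, which is Fisher's exact test, p = 2.46e-14). Log-phase replicate #1 and heat shock shared 11, against 0.0630 expected over 922392 positions (exact p = 8.50e-22). Log-phase replicate #2 and heat shock shared 13, against 0.101 expected over 1150672 positions (exact p = 9.91e-24). Most of these positions have too few reads to pass. Over the 9944, 16396 and 28103 positions with enough +CMCT reads to pass in both experiments, a background chosen after seeing the data, 0.310, 0.365 and 0.817 shared positions are expected (exact p = 2.01e-08, 6.55e-14 and 2.08e-12). Positions are not replicates, these p-values describe the libraries compared, and log-phase replicate #1 and heat shock share a culture. Of the shared sites listed in Table S2, those passing in both experiments as analysed here were 3 of 5, 9 of 9 and 7 of 14.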

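Positions that passed in 1 experiment had a mean score of 2.35 to 2.77 in another experiment, over the 6 ordered pairs of the 3 experiments. All other positions with natural reads had a mean score of 0.288 to 0.603. The difference in means was 1.75 to 2.32 (two-sided permutation test, p = 1e-05 in each pair, the smallest possible, and 1e-05 after Benjamini-Hochberg adjustment). Against positions matched on natural reads, the difference was smaller in each pair, between 1.07 and 1.59, with the same permutation p. The paper proposes that the classification thresholds account for part of the differences in identification.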

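Log-phase replicate #1, log-phase replicate #2 and heat shock were also treated as 3 replicates in 1 model, which compares the +CMCT to −CMCT ratio between natural and IVT RNA. Their natural RNA comes from 2 cultures, since the first and the last share 1, so the replicates are not fully independent. Of 466267 positions with at least 10 natural reads, 54 had an adjusted p under 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The ratio was higher in natural RNA at 13 of them and higher in IVT RNA at 41. Without log-phase replicate #1, it was higher in natural RNA at 2 and in IVT RNA at 10. The 13 were 10 known rRNA pseudouridines, 1 other position of the rDNA repeat, 1 site of Table S2 and 1 further position. Without adjustment, p was under 0.05 with natural above IVT at 5311 positions and with IVT above natural at 7127. With library sizes alone these numbers were 7727 and 5029, and with all 4 experiments 9004 and 4503, so which direction has more positions depends on the scaling and on the experiments. In each of these settings, both directions together were fewer than a share of 0.05 of the positions tested. These unadjusted numbers therefore show no excess over chance. The fitted log2 difference was positive at 41 of the 43 known rRNA pseudouridines, with a median of 2.59, and the median over all positions was 0.07. Sites of Table S2 are left out of this comparison because they were chosen on the natural and IVT scores of the same libraries. In counts simulated for 415050 positions, with the changed ones among positions of at least 100 natural reads, the test called 0 of 50 positions changed by a log2 of 2, 5 of 50 changed by 4, 28 of 50 changed by 6 and 43 of 50 changed by 8. Setting the minimum at 3 natural reads left 3 calls.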

Overall, these results suggest the existence of naturally occurring pseudouridylation at precise internal sites within potentially hundreds of specific mRNAs in yeast (Table S1). 

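The RPL11A site at position 731679 of chromosome 16 had scores of 9.28, 6.47 and 8.12 in log-phase replicate #1, log-phase replicate #2 and heat shock, and passed both criteria in all 3. It was the only position of any base to do so among 830 that passed in at least 1 experiment, and 29 passed in at least 2. Its fitted log2 difference between natural and IVT RNA was 6.30 (standard error 0.93, adjusted p = 2.46e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with the natural ratio above the IVT ratio in 3 of 3 experiments. Without heat shock, no position with natural above IVT was called, the RPL11A site included. The TEF1 site had scores of 7.60, 4.86 and 6.45 and passed in log-phase replicate #1 and heat shock, but not in log-phase replicate #2. Its log2 difference was 2.88 (standard error 0.88, adjusted p = 0.922 from the same test), also positive in 3 of 3 experiments.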

Notably, two sites were consistently identified as high-confidence pseudouridine candidates in all three of the examined samples: the 68^th^ nucleotide in the RPL11a coding sequence (RPL11a nt 68), and the 239^th^ nt in the coding sequence of TEF1/2. Because the two strongest candidate pseudouridine sites derived from two genes with clear functional roles in translation, we performed gene ontology (GO) analysis to search for functional themes that were enriched among the genes we identified as harboring pseudouridylation sites. 

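Among the genes that the paper lists in Table S2, ribosomal protein genes were identified by symbol, as a narrower set than the term cytoplasmic translation. They made up 73 of 179 genes for the log-phase replicates together and 65 of 208 genes for heat shock. Limited to listed sites that passed both criteria as analysed here, they made up 50 of 122 genes and 59 of 176 genes. In log-phase replicate #1 alone they were 5 of 55 genes. The listed sites of log-phase replicate #2 had a median of 43 natural reads in ribosomal protein genes and 40 in other genes, and those of heat shock had 34.5 and 20. No enrichment was tested, since the genes that could have passed were not determined here.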

Interestingly, significant GO term enrichment for the category “cytoplasmic translation” was observed for the set of genes with candidate sites from log-phase growth (75 out of 180 genes, *p*  =  5.93e-76) as well as heat-shock (71 out of 208 genes, p  =  8.03e-64), suggesting that pseudouridylation may provide a mechanism for coordinately regulating these functionally related mRNAs. However, it is also worth noting that PSI-seq analysis is inherently biased towards detecting sites in more abundant transcripts (due to sampling effects), which may be a confounding factor for GO analysis.

**Table 1:** Candidate mRNA Pseudouridine Sites Identified in Multiple Samples.

Site	Log #1	Log #2	HS	Gene	nt	Region	Name
chr16:731679	***9.278***	***6.465***	***8.116***	YPR102C	67	CDS	RPL11A
chr16:700830	***7.601***	***4.857***	***6.445***	YPR080W	238	CDS	TEF1
chr15:980500	5.811	***5.550***	***6.893***	YORCd25	92	N/A	YORCΔ25
chr13:24202	***7.835***	4.427	***5.301***	YML123C	1599	CDS	PHO84
chr1:72955	***7.342***	***5.389***	4.377	YAL038W	1168	CDS	CDC19
chr7:735635	5.811	***5.550***	***5.346***	YGR122C-A	128	CDS	YGR122C-A
chr15:60739	4.688	***6.197***	***5.796***	YOL139C	285	CDS	CDC33
chr7:482839	***7.584***	3.101	***5.562***	YGL008C	−168	5-UTR	PMA1
chr10:383159	***8.756***	2.305	***4.992***	YJL034W	1837	CDS	KAR2
chr2:300266	***6.986***	3.837	***4.877***	YBR031W	100	CDS	RPL4A
chr12:370000	***7.226***	***5.492***	2.443	YLR110C	99	CDS	CCW12
chr13:632425	4.491	***5.422***	***5.212***	YMR186W	71	CDS	HSC82
chr15:159531	5.171	***4.988***	***4.751***	YOL086C	1063	3-UTR	ADH1
chr13:220170	***6.339***	***5.089***	3.352	YML029W	2808	3-UTR	USA1
chr4:356857	4.688	***4.867***	***5.118***	YDL055C	−98	5-UTR	PSA1
chr16:642498	4.004	***5.354***	***5.305***	YPR035W	293	CDS	GLN1
chr11:327012	***6.309***	3.534	***4.502***	YKL060C	119	CDS	FBA1
chr13:24315	***7.097***	1.877	***4.761***	YML123C	1486	CDS	PHO84
chr1:73018	***6.348***	2.473	***4.773***	YAL038W	1231	CDS	CDC19
chr16:702042	4.004	***4.914***	***4.619***	YPR080W	1450	3-UTR	TEF1
chr11:164375	2.988	***5.089***	***5.165***	YKL152C	11	CDS	GPM1
chr4:556458	3.170	***5.004***	***4.742***	YDR050C	12	CDS	TPI1
chr13:511403	3.335	***5.047***	***4.463***	YMR122W-A	89	CDS	YMR122W-A
chr2:89115	−0.262	***5.487***	***5.869***	YBL072C	8	CDS	RPS8A

List of the 24 candidate mRNA pseudouridine sites from ψ-seq analysis of yeast RNA that were independently identified in multiple experiments from log phase and heat shock RNA samples. The table lists the yeast systematic name (Gene) and standard name (Name), whether the site occurs in the coding domain sequence (CDS) or 5′ (5-UTR) or 3′ untranslated regions (3-UTR), and the position of the site relative to the start of the ORF (nt). The pseudouridylation “score” computed for each site is shown for each of the three experiments analyzed (Log #1  =  log-phase replicate #1, Log #2  =  log-phase replicate #2, HS  =  heat shock), with ***bold and italicized*** scores depicting the sample from which each site was identified as a candidate mRNA pseudouridine.

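Of the 24 sites in Table 1, 12 passed both criteria in log-phase replicate #1, 9 in log-phase replicate #2 and 20 in heat shock as analysed here. At least 2 experiments were passed by 17 of them, and all 3 by 1. The CDC33 site at position 60739 of chromosome 15 had 201 natural +CMCT and 2 natural −CMCT reads in log-phase replicate #2, 186 and 7 in heat shock, and 7 and 0 in log-phase replicate #1. The KAR2 site at position 383159 of chromosome 10 had 155 and 4 reads in log-phase replicate #1, with 15 IVT +CMCT and 0 IVT −CMCT reads, and 52 and 2 reads in heat shock. It had 5 and 0 reads in log-phase replicate #2, where it did not pass.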

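By the positions that Table 1 gives, 18 of its sites are in coding sequences, 2 in 5′ untranslated regions, 3 in 3′ untranslated regions and 1 in none of these. Taking its positions in genes as counted from 0, since the paper's text numbers the RPL11A and TEF1 sites 1 higher, the coding sites are at the first codon position in 4 cases, the second in 7 and the third in 7. These counts were not tested against the uridines that could have been called, which the deposited counts do not identify.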

There was no discernable bias in the location of putative pseudouridines relative to canonical features of mRNAs (Figure S3 in File S2) nor, for pseudouridines within coding sequences, was there a bias in the position of the pseudouridine within the affected codon.

### Identification of Enzymes Responsible for Site-Specific mRNA Modification

Initially, we considered the possibility that pseudouridylation of mRNA might be directed by H/ACA snoRNAs, as it is in rRNA. For each of the putative pseudouridines we identified, we examined the sequence surrounding the candidate modified site for complementarity against all known guide regions in yeast snoRNAs, looking for 8–17 nt of base-pairing compatibility between the guide region and mRNA target, allowing up to three mismatches (since pseudouridylation of U2 snRNAs can tolerate up to three mismatches with the cognate snoRNA [32]). Based on this analysis, none of the candidate mRNA pseudouridines appeared to be obviously targeted for modification by any known snoRNAs.

We searched the putative pseudouridylation sites for sequences that might direct modification by known tRNA pseudouridine synthases. We focused initially on the two strongest candidates from our sequencing data: nt 68 in RPL11a and nt 239 in TEF1/2. A six nucleotide sequence containing nt 68 in RPL11a - UCUGUU (where the underlined U is the potential pseudouridine) - matched a six nucleotide sequence containing a known pseudouridine–nt 44 in U2 snRNA, whose synthesis is catalyzed by the pseudouridine synthase Pus1p [36], making Pus1p a leading candidate for catalyzing the modification in RPL11a. In TEF1/2, the sequence GUUCGA, which contains nt 239 (underlined), matches a sequence in the TΨC loop in tRNAs that includes the eponymous, highly conserved pseudouridine. The TΨC loop pseudouridylation is catalyzed by Pus4p [37], so we hypothesized that Pus4p might also modify nt239 of TEF1/2.

To test these hypotheses, we analyzed RNA from wild type (BY4741), pus1Δ or pus4Δ yeast with a CMCT RT-stop assay using fluorescently-labeled gene-specific primers, and evaluating the primer extension products by capillary electrophoresis. The corresponding RNA sequences, transcribed *in vitro* with unmodified NTPs, served as negative control templates, while synthetic RNAs containing pseudouridine at the predicted, *in vivo* sites served as positive controls. We observed the predicted RT stops in both RPL11a and TEF1 RNAs isolated from wild type yeast (Figure 4). With a substrate RNA isolated from the pus1Δ strain, the RT stop was seen at the predicted site in TEF1, but absent from RPL11a, indicating that detectable pseudouridylation of base 68 in RPL11a mRNA requires Pus1p. Similarly, in the products of reverse transcription of RNA from the pus4Δ strain, the RT stop was seen absent at the predicted site in TEF1, demonstrating that Pus4p is necessary for the pseudouridylation of site 239 in TEF1 mRNA. These results suggest that Pus1 and Pus4 directly modify RPL11a and TEF1 mRNAs, respectively, and further validate the identity of the modified sites as pseudouridine.

**Figure 4:**
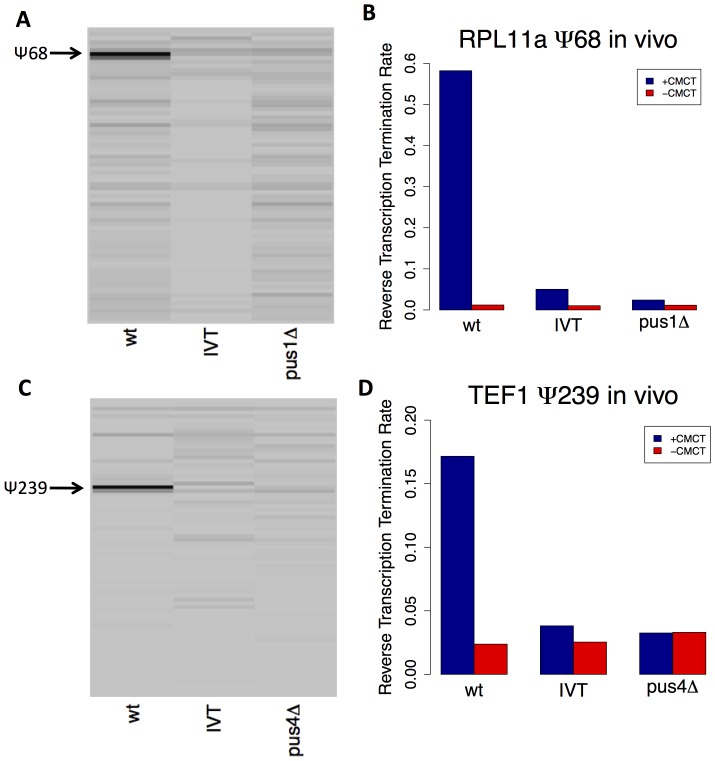
Primer Extension Analysis of Pseudouridine Sites in RPL11a and TEF1 mRNAs. Reverse transcription using fluorescent gene-specific primers for RPL11a (A–B) or TEF1 (C–D) was performed on RNA samples following treatment with CMCT (+CMCT) or mock reactions (-CMCT), and analyzed by capillary electrophoresis. At each position, the difference in primer termination rates between +CMCT and –CMCT conditions was computed from electropherogram intensities and is displayed in a gel-like format. Positions appearing with darker intensities correspond to sites with specific termination induced by CMCT treatment, as expected for pseudouridines. RNA samples examined were natural RNA isolated from wild-type yeast (wt), *in vitro* transcribed RNA as an unmodified control (IVT), or natural RNA isolated from a mutant yeast strain (pus1Δ or pus4Δ). The site of pseudouridylation is marked by an arrow. Quantification of the site-specific termination rate for each RNA sample is plotted for RPL11a psi-68 (B) and TEF1 psi-239 (D).

Based on standard curves constructed by applying the RT-stop assay to mixtures of the negative and positive controls at known ratios (Figure S4 in File S2), we crudely estimated that in rapidly dividing wild-type yeast, about 40% of RPL11a transcripts and about 60% of TEF1/2 transcripts contained a pseudouridine at the predicted sites. We also purified RPL11a and TEF1 mRNA from total yeast RNA, digested these mRNAs to individual nucleotides, and performed mass spectroscopy to independently corroborate the presence of pseudouridine in the mRNA species that were modified. Both RPL11a and TEF1 mRNA samples show pseudouridine levels above background, consistent with the mRNA species being pseudouridylated (described in Supplemental text in File S1 and Figure S5 in File S2).

### Specific Pseudouridylation of RPL11a and TEF1 mRNAs Using Purified Pseudouridine Synthases

To directly verify the identity of the specific pseudouridine synthases responsible for the observed RNA modifications, we developed an *in vitro* pseudouridylation activity assay based on incubation of unmodified RPL11a and TEF1 mRNAs, produced by *in vitro* transcription, with yeast cell extracts. Using the RT-stop-capillary electropheresis assay, we found that both RPL11a and TEF1 were specifically modified at the sites of *in vivo* pseudouridylation in this *in vitro* system (Figure 5a,b,e,f). To test which pseudouridine synthases were necessary for modification of the two transcripts, the same *in vitro* modification assays were carried out using extracts from yeast strains with each of 7 pseudouridine synthases, respectively, knocked out. As expected from our *in vivo* analysis of natural yeast mRNA, Pus4p was specifically required for modification of TEF1 mRNA (Figure 5e,f), and Pus1p was specifically required for modification of RPL11a mRNA (Figure 5a,b).

**Figure 5:**
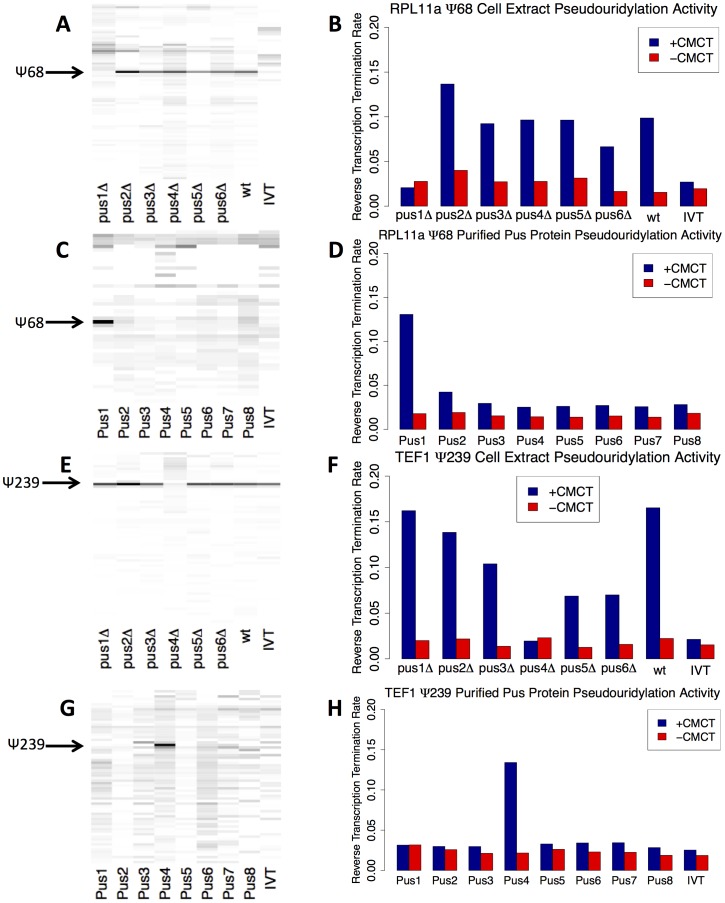
RPL11a RNA and TEF1 RNA Can Be Pseudouridylated by Cell Extract and Purified Pseudouridine Synthases. A. Unmodified *in vitro* transcribed RPL11a RNA was either left untreated (IVT) or was incubated with cell extract made from wild-type yeast (wt) or mutant yeast lacking an individual pseudouridine synthase gene (pus1-pus6). The RNA was then analyzed by reverse transcription primer extension with or without CMCT treatment, and the data were plotted as described in figure 4. B. For these modification experiments, the proportion of reverse transcription that stopped at the site of pseudouridylation was plotted for both +CMCT (blue) and mock (red) conditions as described in figure 4B. C. *In vitro* transcribed RPL11a RNA was modified by purified pseudouridine synthase enzymes Pus1p through Pus8p, or untreated (IVT). The CMCT-RT stop experiment was performed, and the data were plotted as described in figure 4A. D. For these experiments, the proportion of reverse transcription that stopped at the site of pseudouridylation was plotted for both +CMCT (blue) and mock (red) conditions as described in figure 4B. E-H. Same as A-D, for TEF1 in vitro transcribed RNA.

We also purified eight hexahistidine-tagged pseudouridine synthases (Pus1p-Pus8p) by nickel affinity chromatography from yeast strains in which each was overexpressed. The partially purified proteins (Figure S6 in File S2) were each assayed for their ability to modify IVT RPL11a mRNA or TEF1 mRNA *in vitro*. Only Pus4p was able to modify TEF1 mRNA, and only Pus1p was able to modify RPL11a mRNA (Figure 5g,h,c,d).

We used this same *in vitro* modification system to evaluate additional mRNAs suspected to be pseudouridylated based on our genome-wide screen. We obtained data for three additional mRNAs, YTM1 site 185, KAR2 site 1916, and CDC33 site 286, synthesized by *in vitro* transcription, for specific pseudouridylation *in vitro* by each of the 8 purified Pus proteins. For each of these three transcripts, we confirmed specific pseudouridylation by one pseudouridine synthase: YTM1 mRNA was modified by Pus1p, KAR2 mRNA was modified by Pus4p, and CDC33 mRNA was modified by Pus6p (Figure S7 in File S2). In these cases, the pseudouridine synthases that performed modification matched those suggested by sequence context of the putative pseudouridylation site. The sequence around the putative pseudouridine at position 185 in YTM1 mRNA is CUGUU, which matches the sequence modified by Pus1p in U2 snRNA; the sequence around the putative pseudouridine at position 1916 in KAR2 mRNA, GUUCGA, matches the motif modified by Pus4p. In addition, the predicted secondary structure around the putative pseudouridine at position 286 in CDC33 mRNA matches the secondary structure surrounding sites in tRNAs modified by Pus6p. Since we were able to identify the enzymes that modified these sites based on their sequence context, we used the known motifs of some pseudouridine synthases to search our sequencing data (defined by these motifs) specifically for CMCT-dependent RT stops at the candidate sites, to try to identify more mRNA pseudouridines (see File S1). We found a partial but significant enrichment of stops at these sites, indicating that these motifs are likely involved in directing pseudouridylation, but other features likely contribute as well.

### Sequence Elements Involved in mRNA Pseudouridylation

To better define the sequences required to specify pseudouridylation of mRNAs we synthesized 75 nt RNA oligonucleotides and assayed them for *in vitro* pseudouridylation by Pus1p or Pus4p, using the RT-stop, capillary electrophoresis assay. The 3′ 20 nucleotides of each of these test substrates were complementary to a fluorescently labeled oligonucleotide that served as a primer for reverse transcription. The remaining 55 nt of each of the synthetic substrates contained portions of the sequence surrounding the pseudouridylation sites in RPL11a or TEF1, with arbitrary “filler” sequences making up the remainder. For RPL11a, the sequences we tested contained 55 nt (R55), 20 nt (R20), 10 nt (R10) surrounding the *in vivo* modification site, or just the 6 nt motif that matches the site of modification in U2 snRNA (R6). For TEF1, the sequences we tested contained 55 nt (T55) or 20 nt (T20) from the sequence surrounding the *in vivo* TEF1 pseudouridine, or just the 6 nt motif that matches the site of modification in tRNAs (T6). Previous work showed that modification by Pus4 requires a stem-loop structure in its target RNA [33], so we tested a fourth model substrate in which the 6 nt motif containing the site of modification was positioned in a loop with a 5 nt double-stranded stem with a different sequence but similar predicted structure to the TEF1 modification site (T6-ds). We tested each of these model substrates for pseudouridylation by purified Pus1p (for RPL11a model substrates) or Pus4p (for TEF1 model substrates), and used the RT stop assay to detect and quantitate the specific modification (Figure 6 a,b,e,f). For both transcripts, the model substrates containing 55 nt from the native site were efficiently modified. The model RPL11a substrates with less than 55 nt from the RPL11a transcript were not efficiently modified. The 20 nt TEF1 model substrate containing only 20 nt from the native site, and the T6-ds model substrate were modified as efficiently as the 55 nt construct, while the TEF1 model containing the 6 nt sequence without a flanking stem remained unmodified, suggesting that the 6 nt motif is sufficient for modification in the context of the correct secondary structure, but that the secondary structure is also required. It was also clear from the high-throughput sequencing data that the 6 nt motif alone was not enough for modification; it occurs frequently in the transcriptome, but there was no evidence for pseudouridylation at most of these sites. In fact, there was no evidence for modification of a second GUUCGA motif, which occurs without any apparent a stem-loop structure, in the TEF1 transcript itself.

**Figure 6:**
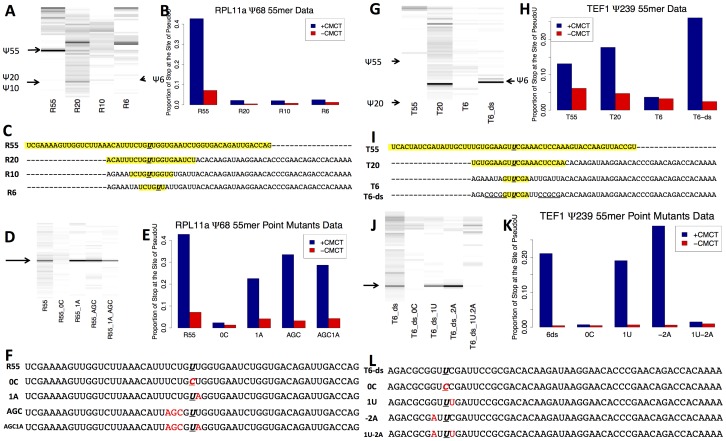
Determination of Sequence Requirements for Pseudouridylation of RPL11a and TEF1 mRNAs. A. 55 nt RNA constructs containing 55 nt (R55), 20 nt (R20), 10 nt (R10), or 6 nt (R6) of sequence corresponding to the sequence around the site of modification in RPL11a mRNA were *in vitro* transcribed and modified with purified Pus1p. The RNA was then used for the CMCT-RT stop experiment, and the data were plotted as described in figure 3A. B. For these modification experiments, the proportion of reverse transcription that stopped at the site of pseudouridylation was plotted for both +CMCT (blue) and mock (red) conditions as described in figure 3B. C. The sequences of the constructs used. For R20, R10, and R6, the sequences conserved from RPL11a are in blue. D. 55 nt constructs of containing the 55 nt of sequence surrounding the site of modification in RPL11a mRNA were *in vitro* transcribed with the following mutants: no mutation (R55), site of pseudouridylation (U68) to C (R55_0C), U69A (R55_1A), UCU(65-67) to AGC (R55_AGC) or both U69A and UCU->AGC (R55_AGC1A). The RNA was then used for the CMCT-RT stop experiment, and the data were plotted as described in figure 3A. E. For these modification experiments, the proportion of reverse transcription that stopped at the site of pseudouridylation was plotted for both +CMCT (blue) and mock (red) conditions as described in figure 3B. F. The sequences of the constructs used. The mutated nucleotides are in red. G-L. Same as A-F, for the following TEF1 constructs: 55 nt around the site of pseudouridylation in TEF1 (T55), 20 nt around the site (T20), 6 nt around the site (T6), 6 nt around the site in a 5 nt stem loop (T6-ds), T6ds with the U that is modified mutated to C (T6_ds_0C), the C 1 nt downstream mutated to U (T6_ds_1U), the G 2 nt upstream mutated to A (T6_ds_-2A) or both those mutations (T6_ds_1U-2A). For the sequence of T6-ds, the complementary nucleotides comprising the 5 nt stem are underlined.

To identify specific nucleotides important for directing pseudouridylation, we mutated nucleotides surrounding the site of modification in the R55 and T6-ds model substrates. In the R55 substrate, we replaced the sequence UCUGUU with UCUGCU (R55-0C, lacking the modified uridine - a negative control), UCUGUA (R55-1A), AGCGUU (R55-AGC), and AGCGUA (R55-AGC1A). In the T6-ds substrate, we replaced the sequence GUUCGA with GUCCGA (T6-ds-0C, lacking the modified uridine - a negative control), GUUUGA (T6-ds-1U), AUUCGA (T6-ds- -2A), and AUUUGA (T6-ds-1U-2A). Apart from the negative controls, each of the tested mutations was synonymous. The negative controls, as expected, showed no evidence of pseudouridylation in our *in vitro* assay (Figure 6 c,d,g,h). All the other mutant substrates were modified to an extent comparable to the positive controls (R55 and T6-ds) except for T6-ds-1U-2A, in which no modification was detected.

The *in vitro* data suggest that GUUCGA and CUGUU contribute to the cis elements that direct pseudouridylation of TEF1/2 and RPL11a mRNAs, respectively, but that they are not enough to specify sites for pseudouridylation. We analyzed our genome-wide RT-stop sequencing data to see if they support this idea. Using more inclusive guidelines to define a site as a CMC-dependent stop (> 10 reads in natural +CMCT and –CMCT conditions combined, +CMCT natural/−CMCT natural > 3, and +CMCT natural/−CMCT natural > 3 * +CMCT IVT/−CMCT IVT), we compared the rate of CMC-dependent stop at every 7-mer with U in the 4^th^ position. 

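The criteria of a CMCT-dependent stop were applied to all positions, of any base, with 1 read added to each count before ratios were taken. In log-phase replicate #1, 2491 of 52558 positions with more than 10 natural reads were such stops (4.74%, 95% Wilson interval 4.56% to 4.92%). In log-phase replicate #2 they were 28640 of 165030 (17.4%, 17.2% to 17.5%), and in heat shock 6528 of 186493 (3.50%, 3.42% to 3.58%). They included 22, 37 and 32 of the known rRNA pseudouridines and 77, 412 and 32 other rRNA nucleotides. With natural and IVT libraries exchanged, 19750, 23480 and 33102 positions met the criteria. Ratios were not scaled for library totals, natural or IVT. The natural +CMCT and −CMCT totals, with positions of equal counts taken once, were 3420046 and 2511002 in log-phase replicate #1. They were 9665234 and 4404964 in log-phase replicate #2, and 10410984 and 6961834 in heat shock. The ratio cutoff was therefore least strict in log-phase replicate #2, and the shares are not comparable between experiments. Counting ratios with a denominator of 0 as passing moved the share most in the log-phase replicates, to 11.4% and 28.3%. In heat shock this gave 7.76%, and a minimum of more than 20 reads gave 1.57%. Stops were not divided by motif, as the deposited counts carry no sequence.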

We could use these data to look at enrichment of CMC-dependent stops in specific 5- and 6-mers as well. Compared to all possible 6-mers with U in the 3^rd^ position, GUUCGA sites are somewhat enriched for CMCT dependent stops in the heat shock data (4/463, p  =  0.010). Compared to all possible 5-mers with U in the 4^th^ position, CUGUU are also somewhat enriched for CMCT dependent stops in the heat shock data (30/6376, p  =  0.0028). However, neither of these oligomers were enriched for CMCT-dependent stops in the log phase data. These data support the idea that these sequences alone do not direct modification of specific sites in the transcriptome, but they may play a part in directing pseudouridylation.

### Evolutionary Conservation of mRNA Pseudouridylation

Having identified sites of modification in Saccharomyces mRNAs, we investigated whether the mRNA pseudouridines we identified in *S. cerevisiae* were conserved in other species. First, we aligned the sequences for RPL11a mRNA and TEF1 with their available mRNA orthologues in eight fungal species (*Saccharomyces cerevisiae*, *Saccharomyces paradoxus*, *Saccharomyces mikitae*, *Saccharomyces bayanus*, *Saccharomyces castellii*, *Candida albicans*, *Neurospora crassa*, and *Schizosaccharomyces pombe*) (Figure S8 in File S2). In both cases, the site of pseudouridylation in *S. cerevisiae* remained a uridine in every species. In the 6-nucleotide sequence around the site of modification in RPL11a mRNA that matches the six nucleotides around the site of modification by Pus1p in U2 snRNA (UCUGUU), the first U is conserved in all seven species, the nucleotides in positions 2-6 are conserved in six species, and the final U is conserved in four species. In TEF1's orthologues, the entire six-nucleotide motif (GUUCGA) is conserved in all seven species, except in *C. albicans*, where the first G is replaced with an A.

To determine whether the pseudouridine itself was conserved at the orthologous sites in the other fungi, we performed the RT-stop capillary sequencing assay on the RPL11a and TEF1 orthologues in mRNA from *S. mikitae*, *S. pombe*, and *S. cerevisiae* (Figure 7). For RPL11a, the modification was conserved in *S. mikitae*, but not in *S. pombe*. For TEF1, the modification was conserved in both *S. mikitae* and *S. pombe*. The last common ancestor of *S. cerevisiae* and *S. pombe* is estimated to have lived 600 million years ago [38], suggesting that this pseudouridine in TEF1 mRNA is an ancient mRNA modification that may confer an evolutionary fitness advantage.

**Figure 7:**
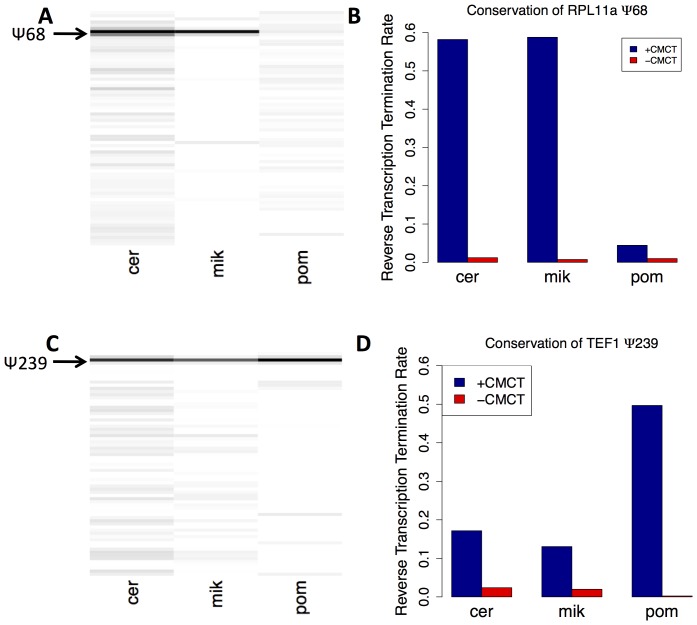
Pseudouridylation of RPL11a and TEF1 mRNAs is Conserved in Other Fungal Species. A,B. The CMCT-Stop experiment was performed on the orthologues of RPL11a in *Saccharomyces mikitae* and *Schizosaccharomyces pombe*. The proportion of reverse transcription that stopped at the site of pseudouridylation was plotted for both +CMCT (blue) and mock (red) conditions as described in figure 3A and B. C,D. As in A,B, for the orthologues of TEF1 in *S. mikitae* and in *S. pombe*.

### Functional consequences of mRNA Pseudouridylation

In an artificial system in yeast, pseudouridylation of stop codons has been found to cause increased read-through of stop codons [33], suggesting that pseudouridylation of mRNA could change a transcript's coding potential. Using a mass-spectroscopy-based approach, we were unable to detect a change in the amino acid encoded by the modified codons in RPL11a or TEF1. (See File S1 for details). To investigate whether pseudouridylation of these mRNAs affected the abundance of the RNA or the encoded protein, we took advantage of the pus1Δ and pus4Δ yeast strains, in which RPL11a and TEF1 mRNAs, respectively, are unmodified. However, we were unable to find any significant changes in RPL11a or TEF1 mRNA or protein abundance in these strains relative to wild-type (See File S1 and Figure S9 in File S2 for details).

## Discussion

Covalent modifications of non-coding RNAs have been recognized for more than 50 years, but have rarely been investigated at the genome-wide level [39]. Apart from the 5′ cap structure, the only site-specific covalent modifications of mRNA identified to date are N6-methyladenosine and 5-methylcytosine. Because the classical methods used to search for such modifications have limited sensitivity, we suspected that additional modes of modification could have escaped detection. To explore this possibility, we developed a deep sequencing-based technique to identify sites of pseudouridylation in mRNAs. Application of this method to mRNA from yeast uncovered direct evidence for naturally occurring site-specific pseudouridylation of potentially hundreds of mRNAs *in vivo*, with mRNAs encoding genes involved in translation showing preferential enrichment. Because the sensitivity of PSI-seq analysis is dependent on sequencing depth, it seems likely that additional pseudouridylation events occurring in rare transcripts (or specific physiological conditions) may have escaped detection. The pseudouridines we identified may therefore be only the “tip of the iceberg” in terms of the broader landscape of transcriptome-wide chemical diversity of RNA.

Because of the versatility of the snoRNA programmed H/ACA snoRNP system, we initially considered it a prime suspect for the mRNA modifications. All of the modifications we characterized in detail, however, were catalyzed by pseudouridine synthases that were previously thought to modify only tRNAs and snRNAs at specific sites. We found three such enzymes that introduce pseudouridines into mRNA in yeast, based on the loss of specific pseudouridine modifications *in vivo* in knockout mutant strains lacking Pus1, Pus4 and Pus6, respectively. We confirmed the roles of these three enzymes biochemically by recapitulating the reactions *in vitro*, using partially purified enzymes and synthetic substrates.

While numerous pseudouridines and other covalent modifications of noncoding RNAs have been appreciated for many years, their specific functions are, in most cases, still undefined. We eagerly sought to uncover the functional roles of the pseudouridine sites we identified in yeast mRNAs, but a clear role for these modifications in regulating gene expression has remained elusive. Given the strong functional coherence of the pseudouridylated mRNAs involved in translation and protein biosynthesis, as well as the extensive evolutionary conservation of the modifications to RPL11a and TEF1, we suspect that the pseudouridylation events we have uncovered are likely adaptive. Although we were unable to detect any clear effects of these pseudouridylation events on mRNA stability, translation rate, or protein coding potential, we nevertheless anticipate that future investigations into the functional consequences of these RNA modifications will shed light on this intriguing possibility. Considering the growing awareness of the previously unappreciated chemical diversity of cellular mRNAs, it is tempting to speculate that extensive combinations of covalent mRNA modifications may represent an additional layer of post-transcriptional regulatory information modulating the transcriptome, analogous to the way that DNA and histone modifications epigenetically control genome function.

The PSI-seq method we developed to search for pseudouridines in RNA should be broadly applicable to finding such sites in other species, and for comprehensive identification of the RNA targets of specific pseudouridine synthases. Although we have only so far discovered mRNA pseudouridines in fungi, there is no reason to believe they are unique to these species. Indeed, the presence of pseudouridine modifications in the regulatory non-coding RNA, SRA, in humans [40], and the unexpected developmental phenotype of mutations in a pseudouridine synthase in Toxoplasma gondii [41], suggest that a systematic global search for pseudouridines in these and other species may lead to important discoveries.

## Methods

### Strains and Growth Conditions

Unless otherwise stated, the strain used in this study was BY4741 grown in YPD at 30°C to an OD_600_ of 0.6-0.8 for “log phase” yeast. For heat shock experiments, cells were grown to an OD_600_ of 0.6-0.8, harvested by centrifugation at 3000 x g for 5 min, resuspended in YPD media preheated to 45°C, and then incubated at 45°C for an additional 30 minutes. For stationary phase experiments, cells were grown to an OD_600_ of 0.6-0.8 at 30°C, then grown for another ∼24 hours to an OD_600_ of ∼4-6. TAP-tagged yeast strains were derived from BY4741 (Open Biosystems Cat# YSC1177). Purification of Pus proteins was done using moveable ORF strains (Open Biosystems). Knockout strains were a gift from the Davis lab. Pus knockout, TAP-tag strains were made by genomically inserting TAP tags into the Pus knockout strains, then selecting on his- plates, according to standard yeast genetics techniques.

### Oligonucleotides

Any oligonucleotides used in this study are in File S3.

### Isolation of RNA for High-Throughput Sequencing

2x1L of yeast were grown to log phase. Half of each liter was harvested immediately, while the other 500 mL of one L was heat shocked, and 500 mL of the other liter was taken to stationary phase. The cells were harvested by centrifugation, and the pellet was washed in 5 mL ice-cold TES buffer (10 mM Tris-HCl pH 7.5, 1 mM EDTA, 0.5% SDS), then resuspended in 1–2 mL TES buffer. An equal volume of acid phenol-chloroform was added to each resuspended pellet, then the mixture was heated to 65°C for one hour with vortexing every 10 minutes. The mixtures were spun for 5 min at 4°C, then the aqueous phase was isolated. An equal volume of chloroform was added, the mixtures were vortexed and spun down for 5 min at 4°C. The aqueous phase was isolated, 1/10 volume of 3 M NaOAc and an equal volume of isopropanol were added, and the RNA was precipitated and resuspended in 1–2 mL water. For each condition, 300 µg of RNA was subjected to two rounds of poly(A) purification using the Poly(A) Purist MAG kit (Ambion), giving about 3–6 µg of poly(A) RNA. The poly(A) purified RNA was isopropanol precipitated and resuspended in 20 µL water.

To generate transcriptome-wide samples of unmodified *in vitro* transcribed (IVT) RNA, the following procedure was performed. 1 µg of total RNA was used as input for the MessageAmp II aRNA amplification kit (Ambion) to make antisense RNA (aRNA). A short poly(A) tail was added to the aRNA using ePAP (Invitrogen), then that RNA was used as input for the MessageAmp II aRNA kit to give unmodified sense RNA. 18S and 25S rDNA were amplified from genomic DNA using primers that added at T7 promoter at the 5′ end of the DNA. Unmodified 18S and 25S rRNA were transcribed from these constructs using the MEGAScript *in vitro* transcription kit (Ambion). Unmodified IVT 18S and 25S rRNA were spiked into the IVT samples.

### Library Preparation for High Throughput Sequencing to Identify Pseudouridylation in mRNA

To 3 µg (20 µL) of the poly(A) purified RNA, 20 µL of 2x alkaline hydrolysis buffer (10 mM Na2CO3, 90 mM NaHCO3, pH≈9.3) was added, and the RNA was fragmented for 6.5 minutes at 98°C, then isopropanol precipitated and resuspended in 40 µL water. The sample was then split in half–one +CMCT sample and one mock sample. To each sample was added 100 µL BEU buffer (7 M urea, 4 mM EDTA, 50 mM bicine pH 8.5) with (+CMCT) or without (mock) 200 mM 1-cyclohexyl-(2-morpholinoethyl)carbodiimide metho-p-toluene sulfonate (CMCT, Sigma). These samples were incubated at 37°C for 20 minutes, then precipitated and resuspended in sodium carbonate buffer (50 mM sodium carbonate, 2 mM EDTA) and incubated at 37°C for 4 hours. The RNA was then isopropanol precipitated and washed 2x in 70% EtOH, then resuspended in 5 µL water. 5 µL 2x denaturing loading buffer [34] was added, the samples were heated to 98°C for 5 minutes, then run on a 5% TBE-Urea gel for 1 hr at 150 V. The gel was stained with SYBR gold (Invitrogen), and bands containing RNA of length 100 to 300 nt were excised from the gel. The gel slice was physically disrupted and incubated at 4°C overnight, rotating in 500 µL 0.3 M NaCl. The remaining gel debris was removed using Spin-X columns (Corning), and eluted RNA samples were isopropanol precipitated and resuspended in 43 µL water.

The library preparation protocol is adapted from the ribosome footprinting library preparation [34], with changes in the sizes of RNA, cDNA, and DNA extracted from gels. Exact conditions are described in the Supplementary Methods (File S1). Samples were quantified by Agilent Bioanalyzer, and each of the four samples (+CMCT and mock, natural and IVT) for one growth condition were combined at equal concentrations, then run on the Illumina GA II for high-throughput sequencing.

### Analysis of Sequencing Data

Data were aligned to the yeast genome using Bowtie, with no more than 2 mismatches per read, and with reads that mapped to more than one genomic locus randomly assigned to one locus with equal probability. Ribosomal RNA reads at the same loci were combined, and moved to separate rRNA reads files. The number of reads mapping to each site in the genome were counted. For each condition, a scatterplot of ln(number of reads + 1) in the mock condition vs. +CMC condition was made using R. Pseudouridines in rRNA were marked with red squares. For each of these scatterplots, a regression line was calculated. For each site, the y-distance from the regression line (residual) was calculated, and it was divided by the standard deviation of all residuals to get what we referred to as a score. In order to define potential sites of pseudouridylation (hits), we used the site in rRNA with the highest score (other than sites of pseudouridylation or sites one nucleotide downstream of these sites) to determine a cutoff–anything with scores greater than these sites was considered a hit. The cutoffs used were 6.26 for log phase replicate 1, 5.52 for log phase replicate 2, 4.47 for heat shock, and 7.38 for stationary phase. To limit our lists of potential pseudouridines to sites more likely to be pseudouridines, any nts that were not Us were discarded, and any sites with scores for the IVT data within 2 of the sites score for the natural data were discarded. This left 103 sites for log phase replicate 1, 141 sites for replicate 2, 273 sites for heat shock, and 42 sties for stationary phase. 

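With the cutoffs stated in the methods and the IVT criterion, 493 listed positions of any base passed in log-phase replicate #1, 313 in log-phase replicate #2, 880 in heat shock and 2 in stationary phase. They include 102, 63 and 270 of the sites in the sheets of Table S2 for the first 3 experiments. The lowest score among the listed sites was 6.27, 4.78 and 4.41.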

Raw files and processed data have been uploaded to GEO with the accession number GSE60445.

### Purification of Overexpressed Pseudouridine Synthases

Moveable ORF strains (Open Biosystems) were used to overexpress pseudouridine synthase enzymes (Pus1p-Pus8p). Strains were grown at 30°C to OD_600_ 1.2 in 200 mL SC-Ura with 2% raffinose, then 100 mL 3x YP-6% galactose was added, and cells were shaken for 6 hours at 30°C. Cells were pelleted, washed in water, and resuspended in 2 mL lysis buffer (50 mM Hepes pH 8.0, 300 mM NaCl, 10 mM imidazole). Cell extract was made by bead beating 4x 1 min, then spinning down the lysate to remove debris. Proteins were purified from these extracts using Qiagen Ni-NTA protein purification kits, then resuspended in elution buffer (50 mM Hepes pH 8.0, 300 mM NaCl, 250 mM imidazole) plus 10% glycerol at 0.5–1 mg/mL total protein. To check purification, samples were run on SDS-PAGE gels stained with GelCode blue (Pierce).

### *In vitro* Pseudouridylation of *in vitro* Transcribed RNA

TEF1 and RPL11a genes were amplified from genomic DNA using PCR with primers that added a T7 binding site at the start of the 5′-UTR and 20 As at the end of the 3′-UTR. MEGAScript (Ambion) was used according to manufacturers' instructions to make *in vitro* transcribed RNA. 2–10 pmol of IVT RNA was added to yeast extract (0.01–1 mg/mL) or purified pseudouridine synthase enzymes (0.05–0.1 mg/mL) in 100 mM Tris-HCl pH 8.0, 100 mM ammonium acetate, 5 mM MgCl_2_, 2 mM DTT, 0.1 mM EDTA and incubated for 1 hr at 30°C. RNA was isolated by acid phenol-chloroform extraction and isopropanol precipitation, then resuspended in water.

### CMC Treatment, RT Stop-Capillary Sequencing

RT-stop capillary sequencing protocols were adapted from the Das lab Mutate-and-Map protocols [42]. As input for the reverse transcription stop-capillary sequencing experiments, 1–10 pmol RNA in 4–20 µL of water was used. To each sample, 5x volume of BEU buffer with or without 200 mM CMCT was added and incubated at 37°C for 20 minutes. The samples were isopropanol precipitated, resuspended in 50 µL 50 mM sodium carbonate buffer, then incubated at 37°C for 4 hours. These samples were isopropanol precipitated and resuspended in 2 µL water. To each sample were added 1 µL 375 mM KCl, 1 µL 1 mM EDTA, 0.75 µL water, and 0.25 µL 0.25 µM fluorescently-labeled primer. This was heated to 90°C for 5 minutes, then equilibrated at 50°C for 2–10 minutes. To these samples were added 2 µL 5x FS buffer (Invitrogen), 0.5 µL 0.1 M DTT, 0.5 µL 10 mM dNTPs, 1 µL 375 mM KCl, 0.8 µL water or 2 mM ddNTPs (for sequencing ladders), and 0.2 µL Superscript III (Invitrogen). These samples were heated at 42°C for 30 minutes, 4 µL 1 M NaOH was added and they were heated to 90°C for 5 minutes, then put on ice for 5 minutes. The samples were neutralized using 6 µL acid quench buffer (1.43 M NaCl, 1.29 M NaOAc, 0.57 M HCl), then 1.5 µL Oligo(dT) MAG beads (Ambion) were added. Samples were incubated for 10 minutes, then put on magnets and washed 2x with 40 µL 70% EtOH. Samples were dried, then resuspended in 11 µL ROX sample buffer (6 µL ROX 350 in 1.1 mL Hi-Di Formamide (ABI)) and put on a magnet. The liquid was removed to an optical plate and run on an ABI3100 capillary sequencer.

### Analysis of Capillary Sequencing Data

RT-stop capillary sequencing data were processed using the HiTrace package for Matlab [43]. Quicklook was used to view the relative intensities of stops (like a gel with radiolabeled primers). HiTrace was also used to get background-subtracted quantification of peaks corresponding to each nucleotide surrounding sites of modification. These values for the site of modification were plotted in barplots using the R script plot_proportions.r. In addition, the mock values were subtracted from the +CMC data, then plotted in R using the script plot_graph.r.

### Isolation of mRNA from different Yeast Species

4 L each of *S. cerevisiae*, *S. mikitae*, *C. albicans*, and *S. pombe* were grown to an OD_600_ of 0.8–1.0 in YPD (or YES for *S. pombe*) at 30°C. The yeast was then pelleted, washed in water, and each pellet was resuspended in 40 mL of TES buffer. For east yeast species, RNA was extracted by hot acid-phenol chloroform extraction (4x10 mL acid phenol-chloroform), and re-extracted with 10 mL chloroform. The RNA was ethanol precipitated and washed with 70% EtOH, and resuspended in 25–30 mL. For each species, total RNA was purified once over a 0.5 g Oligo(dT) celluose column, using the conditions explained above. This poly(A) RNA was then ethanol precipitated and the pellet was washed with 70% EtOH, dried, and resuspended in 100 uL water. These samples were then used in the CMCT-RT-CapSeq assay described above.

## Supporting Information

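Table S1 lists rRNA nucleotides with their reads in the natural +CMCT and −CMCT libraries and marks the known pseudouridines. The copy used here holds 1999 rows per experiment. Both of its counts were within 2 reads of the deposited counts at 92.5% of these rows in log-phase replicate #1, 73.8% in log-phase replicate #2, 85.5% in heat shock and 43.1% in stationary phase.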

Table S1 PSI-seq read counts data for ribosomal RNA.
(XLSX) Click here for additional data file.

Table S2 PSI-seq read counts data for mRNA candidate sites.

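Table S2 gives, for each site, its position and strand, its scores, the gene and region where it lies, and its reads in the 16 libraries. Its sheets hold 102 sites for log-phase replicate #1, 335 for log-phase replicate #2 and 335 for heat shock. Of its 296 gene identifiers, 292 were found as locus tags in the gene table of assembly R64.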

(XLSX) Click here for additional data file.

File S1 Supplemental text and methods.
(DOCX) Click here for additional data file.

File S2 Supporting figures S1-S9.
(TIFF) Click here for additional data file.

File S3 List and description of oligonucleotides used in this study.
(XLSX) Click here for additional data file.

# Supplementary material for: Transcriptome-Wide Mapping of Pseudouridines: Pseudouridine Synthases Modify Specific mRNAs in S. cerevisiae
**Source:** PLoS One. 2014 Oct 29;9(10):e110799. doi: 10.1371/journal.pone.0110799
**Supplement:** File S1 — Supplemental text and methods.

**Supplemental Text**

**Mass Spectroscopy to Validate RPL11a and TEF1 Transcript Modification**

To get an independent validation of pseudouridine in each mRNA, we used mass spectrometry. After following the same enrichment strategy to get purified natural mRNAs, the quantities of each mRNA, as well as 18S rRNA and 25S rRNA were determined by RT-qPCR. “Background” and “positive control” samples were made—the background samples contained total yeast RNA with the same amount of ribosomal RNA as were present in the mRNA samples (determined by qPCR), and the positive control samples were the background samples plus synthetic RNA oligos with one known pseudouridine. The RNA samples digested with P1 nuclease and phosphatase treated, then LC-MS/MS was performed to quantify how much pseudouridine was present in each samples, compared to the quantities of each 2’-O-methyl nucleotide, which act as a proxy for the background (Figure S5 in File S1). The data collected are consistent with pseudouridine being present in the mRNA transcripts, with less than one pseudouridine present per transcript on average.

**Looking for mRNA Pseudouridylations at Known Pseudouridine Synthase Motifs**

If we narrow our search for sites of pseudouridylation to only those sites surrounded by known motifs for pseudouridine synthases, we can increase our ability to detect pseudouridines. We used the following four motifs to narrow our search (pseudouridines underlined): CUGUU (Pus1p), GUUCGA (Pus4p), GUUGG (Pus5p), and UNUAR (Pus7p). To identify CMCT-dependent stops at these sites, we used a more inclusive cutoff than for our previous analyses. For a given condition, any site with more than 10 reads combined between the natural +CMCT and -CMCT conditions, a natural +CMCT/natural –CMCT ratio of at least 3, and a (natural +CMCT/natural –CMCT) / (IVT +CMCT/IVT –CMCT) ratio of at least 3 was called a potential pseudouridine. We first tried to determine if any of these motifs were significantly enriched for CMCT-dependent stops in either the log phase or the heat shock condition, compared to all motifs of the same length with a U at the expected position. Of the 8 condition-motif pairs we tested, only the Pus1p motif (30/6376, p = 0.0028) and the Pus4p motif (4/463, p = 0.010) were enriched with a p-value < 0.05.

While the motifs were not generally enriched for CMCT-dependent stops, we wanted to try to find specific sites that provide evidence for modification, so we made lists of all the sites that fit the conditions listed above. These lists are provided in the appendix, and there are some interesting features of the lists. A number of the top hits from the initial analysis of the sequencing results appear to be modified by Pus1p. Along with RPL11a and YTM1, RPL4a, RPS8a, EMP24, GLN1, and GDH1 are likely modified by Pus1. Pus7 has a number of potential targets, with the strongest evidence for its modification of SPI1 mRNA. There were very few sites that appeared to be modified by Pus5p, but there is some evidence suggesting it may modify RPS15 and CIS3 mRNAs. Additionally, in these analyses, a few sites in Ty elements arose. In particular, Pus7p may modify sites in Ty elements, though this could just be an artifact of the analysis of the high-throughput sequencing results. Further studies will need to be performed to determine if any of the sites identified by these analyses represent actual pseudouridylation.

**Changes in the Amino Acids Encoded by the Modified Codons Are Not Detected by Mass Spectroscopy**

To test whether the modifications in RPL11a mRNA or TEF1 mRNA might also change the amino acid encoded by the affected codons, we cultured yeast with genetically tagged protein-A fusions of RPL11a and TEF1, respectively, and harvested in log phase, after a heat shock, and in stationary phase. We used the protein-A tag to purify the tagged proteins, further resolved them by SDS-polyacrylamide gel electrophoresis,, excised the bands corresponding to the respective tagged proteins and analyzed their amino-acid sequences by protease digestion followed by mass spectroscopy. We specifically searched for any evidence of a change (relative to the standard genetic code) in the amino acid encoded by the codon containing pseudouridine. In RPL11a, a valine at residue 23 is predicted to be encoded by the unmodified codon GUU, where the second U is modified to pseudouridine, and in TEF1, a phenylalanine at position 68 is predicted to be encoded by the unmodified codon UUC at the modification site, where the second U is modified to pseudouridine. We used an error-tolerant analysis to identify any fragments that might contain either an amino acid different from that predicted from the genomic sequence or one with a post-translational modification. For each protein, in each condition, more than 50 identified fragments matched the predicted amino acid sequence, but we found no change in the amino acid encoded by the modified codon in any of these fragments.

**No Significant Changes in RPL11a or TEF1 RNA or Protein Abundance Are Found in pus1Δ or pus4Δ Strains**

To investigate whether pseudouridylation of these mRNAs affected the abundance of the RNA or the encoded protein, we took advantage of the pus1Δ and pus4Δ yeast strains, in which RPL11a and TEF1 mRNAs, respectively, are unmodified. We isolated RNA from three replicates each of wt, pus1Δ, and pus4Δ strains grown to log phase, then performed RT-qPCR to measure the abundance of RPL11a and TEF1, and normalized their abundances to the level of ACT1 (as an internal reference standard). Neither RPL11a mRNA or TEF1 mRNA changed in abundance in the relevant knockout strains as compared to the corresponding wild-type (Figure S9a in File S1), suggesting that pseudouridylation does not effect the abundance of either of these mRNAs in exponentially growing cells.

To determine whether pseudouridylation of RPL11a or TEF1 mRNA affected the expression levels of the Rpl11a or Tef1 proteins, we introduced a gene encoding TAP-tagged RPL11a into isogenic Pus1+ and pus1Δ strains, and a gene encoding TAP-tagged TEF1 into isogenic Pus4+ and pus4Δ strains. Each resulting strain was grown in duplicate to log phase, or to log phase followed by heat shock, or to stationary phase. From each strain, under each condition, we separated proteins by SDS-PAGE, then quantitated the TAP-tagged RPL11a or TEF1 proteins by quantitative western blotting with an antibody specific to the TAP tag. Act1p or Tub1p were used as loading controls for TEF1 and RPL11a, respectively. We found no significant difference in abundance of either protein between the wild-type strain and the cognate pseudouridine synthase knockout strain, in any of the culture conditions (Figure S9b-e in File S1).

**Supplemental Methods**

**High-Throughput Sequencing Library Preparation Adapted from Ribosome Footprinting**

The samples were heated at 70°C for 90 seconds, then equilibrated at 37°C. To each sample, 5 μL 10x PNK buffer (NEB), 1 μL Superasin (Ambion), and 1 μL T4 PNK (NEB) were added, and the sample was heated at 37°C for 1 hr, then the PNK was inactivated at 75°C for 10 minutes. The sample was isopropanol precipitated and resuspended in 5 μL 10 mM Tris pH 8, then transferred to a new tube with 2 μL water and 3 μL (750 ng) Linker-1 (NEB). This was heated to 80°C for 2 minutes, then cooled to room temperature. The linker was ligated onto the 3’ end of the RNA fragment using RNA ligase 2 (NEB) in 10 μL sample volumes according to manufacturers instructions, then isopropanol precipitated and resuspended in 5 μL water. 5 uL 2x denaturing loading buffer was added, the sample was heated to 98°C for 2 minutes, then run on a 5% TBE-urea gel at 150 V for 1 hr. The gel was SYBR gold stained, then RNA of length 120 to 320 nt was extracted, and the slice was physically disrupted and incubated at 4°C overnight, rotating in 500 μL 0.3M NaCl. The liquid was isolated using Spin-X columns, then isopropanol precipitated and resuspended in 6.75 μL primer binding mix (2 μL 1.25 μM NI-NI-9 primer, 1 μL 10 mM dNTPs, 3.75 μL water). This was transferred to PCR tubes and incubated at 90°C for 5 minutes, then 3.25 μL reverse transcription premix was added (2 μL 5x cDNA synthesis buffer (Invitrogen), 0.5 μL 0.1 M DTT, 0.5 μL Thermoscript (Invitrogen), 0.25 μL Superasin (Invitrogen)) and the reverse transcription was performed at 42°C for 1 hr. To remove the RNA, 1.1 μL of 1M NaOH was added and the samples were incubated at 98°C for 20 minutes. The samples were isopropanol precipitated, then resuspended in 5 μL 10 mM Tris-HCl pH 8. 5 μL of 2x denaturing loading buffer was added, and the samples were heated at 98°C for 2 minutes and run on a 5% TBE-urea gel at 150 V for ~1 hr. The gel was SYBR gold stained, then cDNA of length 130 to 180 nt (cDNA where the reverse transcription stopped before the end of the RNA fragment—insert sizes from ~30-80 nt) was extracted, and the slice was physically disrupted and incubated at 4°C overnight, rotating in 500 μL 0.3M NaCl. The liquid was isolated using Spin-X columns, then isopropanol precipitated. Samples were resuspended in 7.5 μL 10 mM Tris-HCl pH 8, then circularized (in 10 μL volume) using CircLigase (Epicentre) according to manufacturer’s instructions. The circularized cDNA was used as a template for PCR using Phusion polymerase and barcoded sequencing primers. Every library had primer NI-NI-2, and each library had one of NI-NI-3, NI-NI-5, NI-NI-6, and NI-NI-7 (primers from [34], and primer sequences are listed in the file S2). PCR was performed 3x on each library—once each for 14, 16, and 18 cycles. Samples were run on an 8% non-denaturing TBE gel at 150V for ~1hr, then the gel was stained with SYBR gold to determine which number of cycles optimized amount of correctly-sized library. For each library, the PCR was repeated in 100 μL volume, and re-run on an 8% non-denaturing TBE gel at 150V (3 lanes for each library). The correct size was gel extracted and the slice was physically disrupted and incubated rotating at 4°C overnight in 500 μL 0.3M NaCl. The samples were isopropanol precipitated and resuspended in 20 μL water.

**Isolation of Natural mRNA Transcripts for Semi-Quantitative Mass Spectroscopy**

50 liters of yeast was grown at 30°C in 2L batches to OD_600_ 0.8-1. Total RNA from the yeast was isolated by the hot-acid phenol method, then ethanol precipitated. RNA from 6-8 liters of yeast was resuspended in 50 mL water. Each 50 mL total RNA was purified twice over columns with 1 g oligo(dT) cellulose (Ambion) as follows: Oligo(dT) cellulose was added to the column, washed 2x with water, and washed 2x with 50 mL binding buffer (0.5M NaCl, 10 mM Tris-HCl pH 7.5, 0.1 mM EDTA). To the 50 mL RNA, 50 mL 2x binding buffer was added, then this mixture was added to the cellulose on the column and rotated at 4°C for 30 min. The column was uncapped and the supernatant was collected, then put back over the column to allow more binding. The column was washed once with 100 mL binding buffer and once with 100 mL wash buffer (0.2 M NaCl, 10 mM Tris-HCl pH 7.5, 1 mM EDTA). Poly(A) RNA was then eluted in 2x 10 mL elution buffer (10 mM Tris-HCl pH 7.5, 1 mM EDTA). This was then ethanol precipitated and resuspended in a minimal volume of water (~250 uL for each 50 mL input RNA). All the poly(A) RNAs were combined (~1.5 mL in all). Specific RNA transcripts were then isolated from this poly(A) RNA as follows: 1.5 mL RNA was heated to 95°C for 5 min, then cooled to 45°C. Meanwhile, 1.5 mL water, 3 mL 2.5x SSPE (375 mM NaCl, 25 mM Na_3_PO_4_, 2.5 mM ETDA) , and 5 nmol each of 2 biotinylated enrichment oligos was heated to 45°C. The RNA was added to the SSPE-oligo premix and heated at 45°C overnight. The oligos were then bound to 300 uL myOne Streptavidin beads (Life Tech) for 1 hr at room temp, then washed once with 5 mL stringent wash buffer (0.1x SSC, 0.1% SDS) at 42°C for 10 min, then once with 5 mL non-stringent wash buffer (0.025x SSC) and twice with 2 mL non-stringent wash buffer for 10 min. The purified mRNAs were then eluted from the beads with 2x 500 mL 85°C water. The RNAs were then precipitated and resuspended in a minimal volume of water. Samples from supernatants, washes, and elutions were taken at every step, and RT-qPCR was used to quantify RPL11a RNA, TEF1/2 RNA, 18S RNA, and 25S RNA at every step to determine level of enrichment and quantity recovered.

**LC-MS/MS on Nucleotides from Natural Yeast mRNAs**

A proper dilution of total RNA corresponding to the amount of background RNA calculated in by qPCR in the natural samples was used in all the control samples. To the +C sample, the proper amount (1-6 pmol, corresponding to how much natural RNA was recovered) of the Ψ spike RNA was added. To the –C sample, the proper amount (1-6 pmol) of IVT RNA (RPL11a or TEF1 RNA) was added. For each of the four samples (+C, -C, Bg, and the natural RNA sample), water was added to 75 uL, ZnCl_2_ was added to a final concentration of 1 mM, and 2uL (2 U) nuclease P1 was added. The samples were incubated at 37°C overnight. To all samples, 9 uL 10x shrimp alkaline phosphatase buffer (Fementas) and 2 uL SAP (Fementas) were added, the samples were incubated at 37°C for 4 hr, and the SAP was inactivated by a 65°C incubation for 15 min. LC-MS/MS was then performed by the Stanford University Mass Spectrometry Facility on these samples to detect U, Ψ, and 2-O-methyl A, G, C, and U.

**Mass Spectroscopy to Check for Change in Coding Potential by the Modified Codon**

The RPL11a-TAP and TEF1-TAP strains were grown to OD_600_ of about 0.8 in 1L of YPD. The yeast were pelleted, washed, and resuspended in buffer B (50 mM Hepes pH 8.0, 140 mM KCl, 1.8 mM MgCl_2_, 0.1% NP-40, 0.5 mM DTT), then lysed by Mini bead-beater 16 from Biospec products (Cat# 607) with four 1-min cycles at max speed. The lysate was cleared by centrifugation for 10 minutes at 8000xg. The concentration of the lysate was diluted to 20 mg/mL, and to each of 4x 1mL of lysate was added 0.5 mL MyONE Streptavidin Dynabeads (Life Tech) coated with IgG biotin. This was incubated at 4°C for 2 hours, then the beads were washed 3x for 15 minutes at 4°C. The first wash contained 4M NaCl, the second 8M urea, and the third 4% sodium lauroyl sarcosinate. The beads were then washed 3x in buffer C (50 mM Hepes pH 8.0, 140 mM KCl, 2 mM EDTA, 0.1% NP-40, 0.5 mM DTT, 10% glycerol), and resuspended in 60 uL Buffer C. Samples were then run on a 4-12% Bis-Tris gel (Bio-Rad). The gel was then stained with GelCode blue (Pierce), and RPL11a-TAP and TEF1-TAP were extracted from the gel. The gel slices were sent to MS Bioworks, where the samples were fragmented with trypsin (RPL11a-TAP) or elastin (TEF1-RAP), and an error-tolerant mass spectrometry was performed to search for any changes in amino acids from the expected amino acid sequence.

**qPCR to Quantify RNA Abundance in Presence or Absence of Pseudouridine Synthases**

3x100 mL each wt, pus1Δ, and pus4Δ strains were grown to log phase as described above. The cells were pelleted, washed in water, and resuspended in TES buffer. RNA was isolated by hot acid phenol chloroform extraction, then isopropanol precipitated and resuspended in 200 μL water (0.9-1.65 μg/μL RNA). Reverse transcription reactions were done using Superscript III with 200 pg RNA in 10 uL. 1 μL of each sample was used for qPCR using Power SYBR Green Master Mix (ABI) on a 7900HT qPCR machine (ABI). The three biological replicates for each experiment were averaged and plotted.

**Quantitative Western Blots to Quantify Protein Abundance in Presence or Absence of Pseudouridine Synthases**

2x250 mL RPL11a-TAP, RPL11a-TAP pus1Δ, TEF1-TAP, TEF1-TAP pus1Δ strains were grown to log phase, heat shock, or stationary phase as explained above (24 total samples). The cells were pelleted, washed in buffer, and resuspended in 500 μL buffer B. Extract was made by bead beating 4x 1 min, then lysates were spun to remove debris. 40 μg total cell extract for each sample was run on a 4-12% Bis-tris gel (Bio-Rad) and transferred to nitrocellulose. Blots were blocked in Odyssey blocking buffer for 30 minutes, then incubated with 1:1500 rabbit anti-CBP (Abcam) and 1:1000 mouse anti-actin (Santa Cruz Biotechnology) or 1:700 mouse anti-tubulin in Odyssey blocking buffer + 0.1% tween. After 3 washes in PBST, samples were incubated in 1:10,000 anti-rabbit IgG 800, 1:1000 anti-mouse IgG 680 in Odyssey blocking buffer + 0.1% tween + 0.01% SDS. After 3 washes in PBST, the blots were dried, and viewed and quantified using an Odyssey scanner.

How the deposited data were processed for this re-analysis (not part of the article)

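Yeast RNA was sequenced in 4 experiments, log-phase replicate #1, log-phase replicate #2, heat shock (45 °C for 30 min) and stationary phase. Each experiment has 4 libraries, from natural RNA and from RNA transcribed in vitro (IVT), with 200 mM CMCT (+CMCT) or mock treated (−CMCT). The 16 libraries were matched to their labels by title. The deposited columns of the log-phase cultures are named by the culture they preceded and not by replicate number. They were numbered by the equality of their counts with those in the paper's Table S2, at 746 of 746 distinct sites, against 1 with the columns exchanged.

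The authors aligned the reads to the yeast genome with Bowtie, allowing at most 2 mismatches, and deposited the raw count of reads at each position. The methods state that a read with several matches was assigned to 1 of them at random. Random assignment would give unequal counts at repeated loci, but 200918 of the 383847 positions with at least 50 reads have the same 16 counts as another position, and all 5196 nucleotides of 18S and 25S rRNA have equal counts at both listed copies. The Bowtie version and the genome build are not given in the sources used here. The deposited counts were not normalized and carry neither strand nor base. The methods say that ribosomal reads were moved to separate files, but the rDNA repeat is listed with reads in the deposited counts and was used from there. Totals per library ranged from 3925245 to 25759455 reads as listed, and from 1636177 to 10410984 with positions of equal counts taken once. Most positions outside rRNA have few reads, with a median of 1 natural read in log-phase replicate #1 and 2 in log-phase replicate #2 and heat shock among positions with any. Of these, 1.44%, 1.46% and 3.16% had enough +CMCT reads to pass the score threshold without a −CMCT read.

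Every computation started from these counts. Log2 ratios were taken after adding 1 read to each count. Scores followed the paper: a linear regression of log +CMCT reads on log −CMCT reads over all listed positions, the residual divided by the standard deviation of all residuals. The log base does not change the score. The threshold was the highest score of an rRNA nucleotide that is neither a known pseudouridine nor 1 nt from one, and the natural score had to exceed the IVT score by more than 2. The 43 known pseudouridines are those marked in every sheet of Table S1. A further nucleotide, marked in only some of the sheets, was not counted as known and was left out of the other nucleotides in correlations, medians and thresholds; the nucleotides beside it were treated as adjacent. The uridine filter of the paper was not applied, because neither base nor strand is in the deposited counts and no genome sequence was used. For the same reason the designed tests of ribosomal protein genes, of positions within genes and codons, and of synthase motifs were not run; counts over the sites of Table S2 or over all positions stand in their place. Counting positions of equal counts once, and leaving the rDNA repeat out of the candidates, were decided after the deposited counts were seen.

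Experiments have 1 library per condition, so counts per experiment are descriptions with no replicate error. Intervals are 95% Wilson intervals of shares of sites, which treat sites as independent and cover neither replicate error nor the error of the read counts. Overlaps were tested with the one-sided hypergeometric test, and score differences and correlations with 100000 permutations. The only replicated comparison took log-phase replicate #1, log-phase replicate #2 and heat shock as 3 replicates. edgeR's quasi-likelihood test compared the +CMCT to −CMCT ratio between natural and IVT RNA in 12 libraries, with experiment by RNA as 6 blocks, TMM normalization, at least 10 natural reads and a Benjamini-Hochberg adjusted p under 0.05. The blocks come from the methods, in which each RNA was divided into a treated and a mock part. Stationary phase was left out there, as in the paper. The natural RNA of these 3 comes from 2 cultures, because the log-phase sample called replicate #1 and the heat shock sample were taken from the same one, so the 3 are not fully independent replicates and the p-values of this test can be too small. DESeq2 was an alternative.

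The score was tested on simulated data with 400000 sites, of which 200 were raised 32-fold, and these 200 had the 200 highest scores. The raised sites were taken from positions with at least 5 −CMCT reads, and counts were drawn with Poisson variation alone. Recovery at positions with fewer −CMCT reads, as most passing positions have, was not measured. The edgeR fit was tested on simulated counts for 415050 positions, of which 200 were changed. The changed positions were taken from those with at least 100 natural reads, while the fit to the data took positions from 10, so recovery at positions with fewer reads was not measured. It called 0, 5, 28 and 43 of 50 positions changed by a log2 of 2, 4, 6 and 8, and 0 unchanged positions, and its median fitted changes were 1.69, 3.83, 5.57 and 7.88. The first form of this test was failed: it asked that most positions changed by a log2 of 4 be called. The larger changes were then added, and the requirement was replaced by recovery of the fitted changes and of the dispersion (0.293 estimated, 0.3 simulated). Recovery of the smaller simulated changes was low.

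The sites named are those of Table 1, the sites of genes that the paper tests or names as motif targets, near-identical copies of RPL11A and TEF1, the known rRNA pseudouridines, and called sites with the largest change in the same direction in all 3 experiments, limited to those in Table S2. The scores of the Table 1 sites were seen in the paper beforehand. The rRNA nucleotides that set the thresholds and the 2 positions of chromosome 12 in the closing section were named after their values were seen.

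Alternatives changed the pseudocount (0.5 or 10), the read minimum, the regression, the threshold, the IVT criterion, the normalization, the block and the experiments included. The order of events departed from the intended one in several places. Exchanging natural and IVT RNA was run before its outcome had been predicted. Thinning the libraries was first run with a regression over positions of equal counts taken once, which gave other numbers, and then rerun with the regression over all listed positions and with 10 random draws. A position of chromosome 12 was compared with a known rRNA site after its counts had been seen.

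The software was Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9, and R 4.3.3 with edgeR 4.0.16 and DESeq2 1.42.0.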

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

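For position 490416 of chromosome 12, described next, both comparisons with known rRNA sites were chosen after its counts had been seen, and the second was added after the first had failed. The comparison for position 455500 over 12 libraries was chosen before its result was seen, and the one over natural libraries after.

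Among the positions called in the model of 3 experiments with natural above IVT, 2 lie outside 18S rRNA, 25S rRNA and Table S2, and so outside the sites that the paper discusses. Position 490416 of chromosome 12 had a log2 difference of 3.09 (standard error 0.52, adjusted p = 0.000170 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Reads shared with a known rRNA pseudouridine were weighed as a technical source. A first comparison required each of its 12 counts to be within 10% of those of a known site, and it failed: the largest difference from nt 2735 of 25S rRNA was 53.8%, between 6 and 13 reads in 1 IVT library. In the natural libraries, its counts are equal to those of nt 2735 in 5 of 6, among them 3756 and 200 reads in log-phase replicate #1 and 7653 and 360 reads in heat shock, while no other known site had an equal count in any of the 6. Its reads in natural RNA are therefore very likely those of nt 2735, and the call is not evidence of a further modified position.

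Position 455500 of chromosome 12 lies in the rDNA repeat, 318 nt before the first nucleotide of 25S rRNA, and had a log2 difference of 2.91 (standard error 0.61, adjusted p = 0.0265 from the same test). Natural +CMCT and −CMCT reads were 2246 and 62 in log-phase replicate #1, 691 and 38 in log-phase replicate #2, and 4144 and 158 in heat shock. IVT +CMCT and −CMCT reads were 55 and 23, 85 and 22, and 156 and 20. It was compared with each of the 43 known sites over the 12 libraries. The site with the smallest largest difference was nt 120 of 18S rRNA, at 229%, a difference of 23 against 7 reads in an IVT library. In the 6 natural libraries, where counts are higher, the smallest largest difference was 48.7%, from nt 999 of 18S rRNA, between 691 reads and the 1348 of that site in the +CMCT library of log-phase replicate #2. Another site, nt 990 of 25S rRNA, had equal counts in 2 of the 6, but 599 against 2246 +CMCT reads in log-phase replicate #1. These values argue against its reads being those of 1 known 18S or 25S site; reads shared in part were not tested. The gene table of assembly R64 lists RDN58 next to RDN25, so the position may belong to 5.8S rRNA, whose modified sites are not part of Table S1; the strand and base were not determined. No rDNA position outside 18S and 25S rRNA with natural above IVT was called without the block, at a minimum of 30 or 3 natural reads, without log-phase replicate #1, or without heat shock. Differences in composition between natural and IVT RNA stay open, and the design gives no condition that tests a biological explanation.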

How the results depend on the processing

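The alternatives were set before the data were examined, except counting every listed position, the regression with each site once, the overlap background of positions able to pass, and leaving the known rRNA sites out of the replicated model, which were chosen after seeing the data. The cause of the changes below was not tested unless stated.

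All 27 alternatives of the overlaps (largest exact p = 0.00146), all 12 of the scores in other experiments (differences 1.07 to 1.96) and the 3 rRNA correlations with 10 reads added to each count (r 0.828 to 0.884) kept their direction and their side of the threshold. Over rRNA nucleotides that are not known sites, r was 0.454 to 0.764 in the 3 pairs; this positive correlation was not tested. For known rRNA sites in the top 60, 12 of 16 alternatives stayed within 1.5 times the count. The others are the natural minus IVT log2 ratio, which gave 14, 11, 22 and 3 in log-phase replicate #1, log-phase replicate #2, heat shock and stationary phase. For known sites above the score threshold, 13 of 15 stayed within 1.5 times. In log-phase replicate #2 the regression over sites with at least 10 reads gave 26 and the cutoff of the methods gave 9.

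The number of positions that pass the criteria depends on the settings, with 16 of 27 alternatives beyond 1.5 times and a range from 2 to 880. In log-phase replicate #1 it was 249 with a pseudocount of 0.5, 2 with the regression over sites with at least 10 reads, 29 with adjacent sites left in the threshold, 245 with no IVT criterion, 62 with at least 20 natural reads, 17 with the regression with each site once and 493 with every position counted. In log-phase replicate #2 it was 2 with the 10-read regression, 102 with the methods' cutoff and 803 with every position counted. In heat shock it was 20 with the 10-read regression, 273 with adjacent sites left in, 286 with a score difference above 3, 303 with at least 20 reads, 68 with each site once and 880 with every position counted.

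The share of CMCT-dependent stops moved under each alternative. In log-phase replicate #1, log-phase replicate #2 and heat shock it was 8.83%, 25.9% and 7.65% with more than 5 reads, 2.64%, 11.4% and 1.57% with more than 20 reads, and 11.4%, 28.3% and 7.76% with denominators of 0 counted as passing.

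The replicated model called 54 positions, 13 with natural above IVT and 41 with IVT above natural. With no replicate block it called 149 (10 and 139), with library sizes alone 35 (15 and 20), at 30 natural reads 196 (3 and 193), at 3 natural reads 3 (1 and 2), and with all 4 experiments 12 (11 and 1). The log-phase replicates alone gave 22 (0 and 22). DESeq2 gave 42 (10 and 32), and leaving out known and adjacent rRNA sites 43 (3 and 40). The natural libraries alone gave 5265 (3936 and 1329), without the IVT control. With each experiment left out in turn, the count ranged from 12 to 143: 12 without log-phase replicate #1, 143 without log-phase replicate #2 and 22 without heat shock. Without log-phase replicate #1, the 12 were 2 with natural above IVT and 10 with IVT above natural. The count therefore depends on single experiments and on the scaling. Most calls had IVT above natural in each setting listed here that uses the IVT control, except with all 4 experiments.

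In the set with at least 30 natural reads, treatment labels were exchanged within pairs of libraries in 32 splits. As many calls as the 196 of the real labels came from 3 of them, the real one included. The other 2 exchange the labels of all 3 natural pairs, 1 of them also those of the IVT pair of log-phase replicate #2, and gave 2172 and 288 calls. Such an exchange sets the CMCT effect common to natural and IVT RNA against itself, so these 2 are no measure of chance and the count of 3 does not decide. Exchanging natural and IVT RNA within experiments would give 4 splits, too few to decide either.

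The alternatives for ribosomal protein genes, for positions within genes and codons, and for the comparison with other uridine sites at motifs were not run, as the deposited counts do not give the base. At the thresholds used, a position without −CMCT reads needed 15, 39 and 16 +CMCT reads to pass in the 3 experiments. Positions with fewer +CMCT reads could not pass.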

Differences from the paper's values

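In stationary phase, the paper's value for the number of top nucleotides that includes all 43 known sites is 792, and the lowest known site was at rank 1544 here. The 3 alternatives set before the data were examined that rank all 43 sites also differ: 1591 with a pseudocount of 0.5, 4333 with a pseudocount of 10 and 3196 with the natural minus IVT log2 ratio. A minimum of 10 reads gives no such rank, because 1 known site has fewer. In the copy of Table S1 used here, the paper's own lowest rank of a known site in stationary phase is 1959.

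For log-phase replicate #2, the paper's results give 335 candidate sites, and 146 of the 335 sites in Table S2 passed the criteria as applied here. All 7 alternatives set before the data were examined differ too, with 1 to 146 sites. Of these, 4 only raise the threshold or add a filter, and so could not bring the count to 335. The paper's methods give 141 sites for the same experiment. The scores computed here equal the published ones to within 5.51e-06. The sheet of Table S2 for log-phase replicate #2 lists sites with scores down to 4.78, below the threshold of 5.17 used here and below the 5.52 that the methods state. The count of 146 is the same with no IVT criterion, so the listed sites that failed did so on the threshold.

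The paper gives 5 sites shared by the log-phase replicates and 14 shared by log-phase replicate #2 and heat shock. Of these, 3 and 7 passed in both experiments here. None of the 7 alternatives set before the data were examined reached either value, with at most 3 and 7. The sheets of Table S2 list sites with scores down to 4.78 in log-phase replicate #2 and 4.41 in heat shock, against thresholds of 5.17 and 4.46 here.

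The paper states that the TEF1 site was identified in all of log-phase replicate #1, log-phase replicate #2 and heat shock. Here it passed in 2 of the 3, with a score of 4.86 against a threshold of 5.17 in log-phase replicate #2, while the RPL11A site passed in 3. Table S2 lists this site for log-phase replicate #2 with the same score, which is below the 5.52 that the methods state. None of the alternatives set before the data were examined passed TEF1 in log-phase replicate #2. With the regression over sites with at least 10 reads, RPL11A passed in 2 of the 3, not in log-phase replicate #1, and TEF1 in 1. The regression with each site once, chosen after seeing the values, passed it in 3, and left 15 of 102, 145 of 335 and 44 of 335 sites of Table S2 passing in log-phase replicate #1, log-phase replicate #2 and heat shock.

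The paper states that in heat shock every known rRNA pseudouridine ranks within the top 60; here 41 of 43 do, and the lowest is at rank 64. With a pseudocount of 10, 42 do and the lowest is at rank 130, and with a pseudocount of 0.5, 40 do and the lowest is at rank 66. Ranked by the counts in Table S1, 43 of 43 are in the top 60 in heat shock, with the lowest at rank 60, as the paper states. In log-phase replicate #1 all 43 do here as well.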

Other observations

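The thinning of all 4 libraries and the comparison of total rRNA reads reported here were chosen after the results were seen; the thinning to the reads at known rRNA sites was chosen before its result was seen.

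With the roles of natural and IVT RNA exchanged, more positions passed the candidate criteria than as measured: 6794 against 138 in log-phase replicate #1, 1047 against 243 in log-phase replicate #2 and 1105 against 479 in heat shock. IVT RNA is unmodified, so the IVT reads that let these positions pass are not due to pseudouridines. Whether natural RNA is modified there was not tested. Both counts used the threshold of natural rRNA nucleotides, and none was set on IVT rRNA, so they are not like for like. A difference in read depth between the libraries was tested by thinning the 4 libraries of each experiment to the smallest total. The first random draw decided the counts given, and further draws, to 10 in all, were added when the outcome in log-phase replicate #2 was seen to differ between versions of the test. Thinning also raised the score threshold, in the first draw from 6.24 to 7.63 in log-phase replicate #1, from 5.17 to 7.83 in log-phase replicate #2 and from 4.46 to 6.57 in heat shock, so the fall in both counts mixes depth with a stricter threshold. The counts were therefore also taken at the unthinned threshold, a step chosen after the thinned counts were seen. In log-phase replicate #1, 3888 positions passed exchanged against 23 as measured, and 9131 against 276 at the unthinned threshold. More passed exchanged in all 10 draws at either threshold, which argues against depth as the whole cause. In heat shock the counts were 21 and 106, and 2306 and 4303 at the unthinned threshold, with at most as many exchanged in 10 of 10 draws at either, so depth may account for the excess there. In log-phase replicate #2 the first draw gave 18 and 32, but only 6 of 10 draws had at most as many exchanged, with 18 to 225 exchanged and 16 to 187 as measured. At the unthinned threshold more passed exchanged in all 10 draws, 3122 against 2439 in the first, so the test does not decide. Differences in composition between natural and IVT RNA and the use of the natural threshold for IVT scores stay open. No biological explanation was tested.

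Log-phase replicate #2 had fewer known rRNA sites in the top 60 than log-phase replicate #1, 27 against 43. It had 1451474 natural reads on 18S and 25S rRNA against 942681, so its total was not lower, but the known sites themselves had fewer, with a median of 1037 against 1906. When the natural libraries of log-phase replicate #1 were thinned to that level, a median of 41 known sites stayed in its top 60 over 10 draws, with a range from 39 to 42. This argues against fewer reads at the known sites as the whole cause. What else differed between the replicates was not tested.

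Of the 41 positions called with IVT above natural, 19 lie between positions 382260 and 382794 of chromosome 2 and 16 between positions 107318 and 107608 of chromosome 6. At these 35 positions the log2 ratio of +CMCT to −CMCT reads in IVT RNA was 5.89 to 9.61 in log-phase replicate #1, against 0 to 3.70 in log-phase replicate #2 and 0 to 4.00 in heat shock. Without log-phase replicate #1, 10 positions were called with IVT above natural, against 41 with it, so most of these calls rest on the IVT libraries of that experiment.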
